# Radiation-Induced Innate Neutrophil Response in Tumor Is Mediated by the CXCLs/CXCR2 Axis

**DOI:** 10.3390/cancers15235686

**Published:** 2023-12-01

**Authors:** Faya Zhang, Oscar Mulvaney, Erica Salcedo, Subrata Manna, James Z. Zhu, Tao Wang, Chul Ahn, Laurentiu M. Pop, Raquibul Hannan

**Keywords:** CXCLs, CXCR2, radiation therapy, IL-1β, neutrophils, DNA sensing, tumor microenvironment

## Abstract

**Simple Summary:**

Neutrophilic infiltration into the tumor microenvironment (TME) in response to radiation therapy (RT) is an early innate inflammatory immune response that occurs within 24–48 h where the neutrophils exhibit an anti-tumor phenotype. It is postulated that RT-induced DNA damage leads to innate sensing of DNA activating the cGAS-STING pathway, which is responsible for the immune modulatory effects of RT. We report that the CXCLs/CXCR2 axis translates the downstream effect of RT-induced innate DNA sensing resulting in an early innate neutrophilic response in the TME. This study identifies CXCLs/CXCR2 as a potential therapeutic target to improve RT-induced innate immune response.

**Abstract:**

The early events that lead to the inflammatory and immune-modulatory effects of radiation therapy (RT) in the tumor microenvironment (TME) after its DNA damage response activating the innate DNA-sensing pathways are largely unknown. Neutrophilic infiltration into the TME in response to RT is an early innate inflammatory response that occurs within 24–48 h. Using two different syngeneic murine tumor models (RM-9 and MC-38), we demonstrated that CXCR2 blockade significantly reduced RT-induced neutrophilic infiltration. CXCR2 blockade showed the same effects on RT-induced tumor inhibition and host survival as direct neutrophil depletion. Neutrophils highly and preferentially expressed CXCR2 compared to other immune cells. Importantly, RT induced both gene and protein expression of CXCLs in the TME within 24 h, attracting neutrophils into the tumor. Expectedly, RT also upregulated the gene expression of both cGAS and AIM2 DNA-sensing pathways in cGAS-positive MC-38 tumors but not in cGAS-negative RM-9 tumors. Activation of these pathways resulted in increased IL-1β, which is known to activate the CXCLs/CXCR2 axis. Gene ontology analysis of mRNA-Seq supported these findings. Taken together, the findings suggest that the CXCLs/CXCR2 axis mediates the RT-induced innate inflammatory response in the TME, likely translating the effects of innate DNA-sensing pathways that are activated in response to RT-induced DNA damage.

## 1. Introduction

Radiation therapy (RT) is one of the pillars of cancer treatment, and about half of patients with cancer receive RT during the course of their illness [1,2]. RT induces DNA damage and has direct cytotoxic effects on tumor cells. The improper DNA damage repair of double-strand breaks can lead to apoptosis, mitotic catastrophe, or senescence of tumor cells [3]. Additionally, RT modulates the tumor microenvironment (TME) via multiple pathways, including shaping immunogenicity of tumor cells and cell death, promoting tumor antigen presentation leading to tumor-specific T-cell priming, and inducing leukocyte infiltration into the TME [4]. Therefore, a better understanding of how RT affects the TME and the immune system will facilitate the harnessing of the immune-modulatory properties of RT in designing successful RT and immunotherapy combination trials that improve cancer outcomes.

Neutrophils are the most abundant immune cell population in humans and mice, and they play important roles in wound healing, chronic inflammation, infection, and cancer [5]. Neutrophils exhibit plasticity and can exert both pro-tumor and anti-tumor functions. On the one hand, neutrophils can increase cancer genetic instability, promote tumor cell proliferation, facilitate tumor angiogenesis, and suppress anti-tumor immunity [6]. On the other hand, neutrophils can directly kill tumor cells through reactive oxygen species (ROS), promote anti-tumor adaptive immunity, limit microbiota-induced tumor-promoting inflammation, and activate anti-tumor TCRαβ^+^CD4^−^CD8^−^ double-negative unconventional T cells [6].

Using syngeneic mouse tumor models, we demonstrated that local RT induced sterile inflammation with a rapid and transient infiltration of neutrophils into the tumors at 24 h [7]. In corroboration with our finding, RT was also found to increase tumor-infiltrating neutrophils within three days post-treatment in other tumor models [8,9]. These RT-recruited tumor-associated neutrophils exhibited an increased production of ROS, induced apoptosis of tumor cells, and eventually activated tumor-specific cytotoxic T cells [7]. Concurrent administration of neutrophil stimulatory cytokine granulocyte colony-stimulating factor enhanced RT-mediated anti-tumor activity [7]. These results suggest that the anti-tumor effects of RT are partially mediated through recruiting neutrophils into the tumor. Moreover, it is well known that RT induces DNA damage, and it has been postulated that DNA damage can induce multiple DNA-sensing pathways in the TME, leading to increased downstream cytokines such as type-I interferon (IFN) [10,11,12] and interleukin-1 beta (IL-1β) [13]. However, the subsequent events that lead to the eventual recruitment of RT-induced infiltration of neutrophils are not yet known.

Neutrophil migration from the periphery to different organs or inflammatory foci and subsequent infiltration into the tissue requires a complex interplay between multiple types of molecules, including cytokines and chemokines. The concentration gradients of chemokines can attract neutrophils toward the sites of inflammation through surface expressions of the respective chemokine receptors on neutrophils. The subsequent infiltration to the tissue also involves the interaction between other neutrophil cell surface molecules (e.g., integrins) and adhesion molecules on the endothelial cells [14]. C-X-C motif chemokine receptor 2 (CXCR2) and C-X-C motif chemokine ligands (CXCLs) (e.g., CXCL1, CXCL2, CXCL5) are known to be involved in recruiting neutrophils to the inflamed tissues [14]. Furthermore, CXCR2 and CXCLs have been shown to be involved in the recruitment of neutrophils into the tumor [15]. Therefore, we hypothesized that the CXCLs/CXCR2 axis mediates RT-induced neutrophilic infiltration of the tumor.

Interleukin 1 beta (IL-1β) is one of the cytokines that could regulate gene expression of CXCLs [16]. IL-1β has been shown to induce CXCL1 and CXCL2 expression in vitro [17] and in vivo [18]. RT can induce IL-1β as early as 2 h post-treatment in keratinocytes [19], which mediates RT-induced skin injury [20]. Interestingly, RT induces IL-1β expression not only in bone marrow-derived macrophages [21] but also in a human lung cancer cell line [22]. Therefore, we hypothesized that IL-1β may be an upstream signaling molecule that translates the RT-induced DNA damage and DNA sensing by inflammasomes into RT-induced neutrophilic infiltration via the activation of the CXCLs/CXCR2 axis.

In this study, we used two different types of syngeneic mouse tumor models (prostate and colorectal) to examine if pharmacological blockade of CXCR2 could reduce RT-induced neutrophil recruitment into the tumor. We then examined CXCR2 expression on neutrophils and other immune cells in the tumor-bearing mice. Subsequently, we measured protein levels of CXCR2 ligands (CXCLs) in the TME at early time points post-RT. Furthermore, we performed an mRNA sequencing experiment to examine if RT increases the gene expression of DNA-sensing pathways and conducted a gene ontology analysis to examine if RT activates related biological processes. Finally, we examined if radiation induces the protein expression of IL-1β in the TME.

## 2. Materials and Methods

### 2.1. Animals

Male C57BL/6J mice between six and seven weeks of age were purchased from The Jackson Laboratory (Bar Harbor, ME). All mice were maintained under specific pathogen-free conditions within the facilities of the Animal Resource Center at the University of Texas Southwestern Medical Center at Dallas in Texas (UTSW), following the guidelines from the National Institutes of Health. All animal protocols were approved by the Institutional Animal Care and Use Committee at UTSW.

### 2.2. Cell Lines

Mouse prostate cancer cell line RM-9 was purchased from the American Type Culture Collection (ATCC). Mouse colon cancer cell line MC-38 was purchased from Kerafast, Inc. (Shirley, MA, USA). Both RM-9 and MC-38 cell lines were cultured in Dulbecco’s Modified Eagle’s Medium (DMEM) supplemented with 10% fetal bovine serum. Cell cultures were maintained at 37 °C in a humidified atmosphere containing 5% CO_2_. Both cell lines were routinely tested for mycoplasma contamination using the Universal Mycoplasma Detection Kit from ATCC (Cat# 30-1012K).

### 2.3. Antibodies

For flow cytometry staining, the following fluorophore-labeled anti-mouse monoclonal antibodies against cell surface proteins were used: FITC-CD45 (clone 30-F11), PE-F4/80 (clone RM8), PE-Cy7-CD11b (clone M1/70), APC-CD11c (clone N418), eFluor 450-CD11c (clone N418), PerCP-Cy5.5-Ly6C (clone HK1.4), APC-eFluor 780-Ly6G (clone 1A8), FITC-CD19 (clone eBio1D3), PE-CD25 (clone PC61.5), PE-Cy7-CD3 (clone 145-2C11), AF700-CD4 (clone GK1.5), PerCP-Cy5.5-CD8 (clone 53-6.7), and eFluor 450-CD49b (clone DX5), and these antibodies were purchased from Thermo Fisher Scientific (eBioscience™, Waltham, MA, USA); BV421-CXCR2 (clone V48-2310) was purchased from BD Biosciences (Franklin Lakes, NJ, USA); APC-CXCR2 (clone SA044G4) was purchased from BioLegend (San Diego, CA, USA). For the western blot experiment, anti-IL-1β antibody (EPR16805-15) was purchased from Abcam (Cambridge, UK); anti-cGAS antibody (clone D3O8O), anti-vinculin antibody (clone E1E9V), and horseradish peroxidase (HRP)-linked anti-rabbit IgG antibody were purchased from Cell Signaling Technology (Danvers, MA, USA).

### 2.4. Tumor Inoculation and Irradiation

The RM-9 cell line (1 × 10^6^ cells) or MC-38 cell line (1 × 10^6^ to 2 × 10^6^ cells) was injected subcutaneously (s.c.) into the right hind legs of mice. When tumors were palpable, tumor sizes were measured by a caliper three times a week. Once the tumor size reached about 8 mm in diameter at around 10 days after inoculation, tumors were locally irradiated with a single dose of 15 Gy using an X-RAD 320 irradiator (Precision X-Ray). The irradiation was delivered with the gantry directly facing the tumor, and the irradiation beam was controlled by a collimator with an appropriate opening matching the tumor diameter; standard dosimetry was performed to calculate the delivered dose to the center of the tumor. For tumor growth and survival experiments, tumor sizes were measured until the tumor reached 2.0 cm in diameter, which was the endpoint of the experiment. Tumor volumes were calculated as volume (mm^3^) = [width (mm)]^2^ × length (mm)/2. For neutrophilic infiltration-examining experiments, different groups of mice were euthanized at specific time points within 48 h after irradiation as indicated for each individual experiment.

### 2.5. CXCR2 Antagonism

When tumor sizes reached about 7 mm in diameter, mice were administered 100 µL of 10 mM CXCR2 antagonist AZD5069 (MedChemExpress LLC (Princeton, NJ, USA)) via oral gavage [23] twice a day for two days. AZD5069 was dissolved in a vehicle solution consisting of 90% corn oil and 10% DMSO. At around 24 h after the first dose of AZD5069, tumors were irradiated as described in the tumor irradiation section.

### 2.6. Neutrophil Depletion

When tumor sizes reached about 7 mm in diameter, mice were injected intraperitoneally (i.p.) with 200 µg of either anti-mouse Ly6G monoclonal antibody (BioXCell, Cat # BP0075-1) to deplete neutrophils or the isotype control antibody (BioXCell, Cat # BP0089) [7]. At 24 h after antibody injection, tumors were irradiated as described in the tumor irradiation section.

### 2.7. mRNA-Seq and Data Analysis

At 3 h, 12 h, and 24 h post-irradiation, different groups of mice were euthanized and about 50 mg of tumor tissues were harvested and stored in RNAprotect^®^ Tissue Reagent from Qiagen (Germantown, MD, USA). RNeasy^®^ Plus Mini Kit from Qiagen was used to extract the total RNA from the stored tumor tissue following the protocol from the manufacturer. mRNA sequencing was carried out using Next Seq SE-75 High Output V2.5 at UTSW Genomics Core. Transcripts per million (TPM) data were used for gene expression analysis. Gene ontology analysis was carried out using the Enrichr online enrichment tool (https://maayanlab.cloud/Enrichr/) [24] on 9 March 2023. The heat maps were generated using ggplot2 (3.4.0) and R (4.0.2) software. For gene set enrichment analysis (GSEA), R (4.3.1) and R packages fgsea (1.26.0) and data.table (1.14.8) were used, and R pakages ggplot2 (3.4.2) and gridExtra v2.3 were used to generate the corresponding plots. 

### 2.8. Chemokine Multiplex Assay

At 3 h (and/or 6 h), 12 h, 24 h, and 48 h post-irradiation, different groups of mice were euthanized, and tumor tissue was collected and stored at −80 °C. A Bio-Plex cell lysis kit and ReadyPrep™ mini grinders from Bio-Rad (Hercules, CA, USA) were used for the tissue protein extraction following manufacturer protocols. Bio-Plex Pro Mouse Chemokine Assay was carried out using a Luminex 200 System (Luminex Co., Austin, TX, USA) at the UTSW Microarray and Immune Phenotyping Core.

### 2.9. Flow Cytometry Analysis

At 24 h after tumor irradiation, mice were euthanized, and tumors were harvested. Approximately 100 mg of tissue was collected and kept in cold cell culture medium on ice. Tumor tissue was cut into small pieces and digested with 125 U/mL collagenase type IV (Gibco) and 60 U/mL DNase I type IV (Sigma-Aldrich, St. Louis, MO, USA) for 60 min at 37 °C [7]. The digested tumor was filtered with 70 µm cell strainers to remove the undigested tissue, and the filtered single-cell suspension was centrifuged and washed with phosphate-buffered saline (PBS). Tumor single cells were first mixed with anti-mouse CD16/32 (BD Biosciences, clone 2.4G2) on ice for 5 min to block Fc receptors. Then, cells were mixed with antibody cocktails containing fluorophore-conjugated antibodies targeting specific cell-surface markers and incubated on ice for 30 min in the dark [25]. Cells were washed with staining buffer (eBioscience™) and fixed with IC Fixation Buffer (eBioscience™). Fixed cells were kept on ice until analyzed by LSR II or LSRFortessa Flow cytometers (BD Biosciences), and the data were further analyzed by FlowJo Software (v10.9.0) (BD Biosciences).

### 2.10. Western Blot Analysis

At specific times after tumor irradiation as indicated in each individual experiment, mice were euthanized, and tumors were harvested. A portion of tumor tissue was placed on dry ice and stored at −80 °C until further analysis. The FastPre-24^TM^ 5G bead beating grinder and lysis system (MP Biomedicals) was used to homogenize the tumor tissue. RIPA buffer (EMD Millipore Corp, Burlington, MA, USA) added with protease (Sigma, Burlington, MA, USA) and phosphatase inhibitors (Sigma) and PMSF was used as tissue lysis buffer. The Bio-Rad DC Protein Assay was used for measuring the protein concentrations. Four percent to 20% gradient precast polyacrylamide gels from Bio-Rad were used for protein electrophoresis. Samples were run at 100 volts for about 1.5 h and transferred at 350 mA for about 1 h following the instruction manual from Bio-Rad Mini Trans-Blot Electrophoretic Transfer Cell. Membranes were blocked with 5% dry milk in Tris-buffered saline with 1% Tween at room temperature for 1 h before primary antibody incubation at 4 °C overnight. After primary antibody incubation, membranes were incubated with HRP-linked secondary antibody at room temperature for 2 h. Pierce^TM^ enhanced chemiluminescent western blotting substrate was used to produce the chemiluminescent signals on the membranes, and X-ray films (Lightlabs, Aurora, CO, USA) were used to detect the signals. ImageJ software (1.53e) [26] was used for band color intensity analysis.

### 2.11. Statistical Analysis

For comparison of tumor-infiltrating immune cells among different groups (*n* > 2), we used one-way ANOVA and Bonferroni’s test to determine the statistical significance. To compare the immune cell and CXCR2+ cell percentages between tumor-bearing mice and control mice, we used Student’s *t*-test for statistical analyses. To determine the statistical significance of gene and protein expression changes of chemokines and other molecules at different time points after RT, one-way ANOVA and Dunnett’s multiple comparisons test were applied. For mice survival curve comparison, the Log-rank (Mantel–Cox) test was used for statistical analyses. All the above-mentioned statistical analyses were conducted with GraphPad Prism (v9.5.0) software.

For tumor growth experiments, the generalized estimating equation (GEE) approach was used to investigate if there was a significant difference in tumor volume over time among the four treatment groups. GEE analysis showed a significant difference in tumor volume among the four treatment groups (*p* < 0.0001). Pairwise comparisons were conducted to identify which treatment pairs yielded significant tumor volume differences between treatment groups using GEE with Bonferroni corrections.

## 3. Results

### 3.1. CXCR2 Blockade Impedes Radiation-Induced Neutrophilic Infiltration into the Tumor

To determine if chemokine receptor CXCR2 is involved in RT-induced neutrophilic infiltration into the tumor, we blocked the ability of CXCR2 to bind to its corresponding ligands by treating mice with CXCR2 antagonist AZD5069 (Figure 1A) [23]. Twenty-four hours after focused RT, tumors were analyzed using flow cytometry with appropriate surface markers and gating to quantitate immune infiltrates (Figure 1B). In the mouse prostate cancer RM-9 model, CXCR2 blockade abolished the RT-induced increases of neutrophil in the tumor (Figure 1C). Contrastingly, CXCR2 blockade did not affect other tumor-infiltrating myeloid populations (Figure 1C). To verify if these findings are consistent in other cancer models, we carried out similar experiments in a mouse colon cancer MC-38 model (Figure S1A,B). Consistent with the findings in the RM-9 model, CXCR2 blockade selectively reduced RT-induced increase of neutrophils without significantly influencing other myeloid populations in MC-38 tumor grafts (Figure 1D). These results demonstrate that CXCR2 is responsible for the recruitment of neutrophils into the tumor upon radiation.

### 3.2. CXCR2 Blockade Has Similar Effects on RT-Induced Tumor Inhibition and Host Survival as Neutrophil Depletion

We previously demonstrated that RT-induced neutrophils in the tumor primarily play an anti-tumor role in the RM-9 tumor model [7]. Since CXCR2 blockade significantly decreases RT-induced neutrophils in the tumor, we next sought to determine if this reduction of neutrophilic infiltration translates into diminished anti-tumor effects of radiation. We treated the RM-9 tumor-bearing mice with CXCR2 antagonist AZD5069 before and after radiation and monitored the tumor sizes (Figure 2A). CXCR2 blockade significantly reduced the tumor growth delay induced by radiation (Figure 2B). Consistent with the tumor growth results, CXCR2 blockade also shortened RT-induced survival (Figure 2C). To confirm the anti-tumor effects of RT-induced neutrophils and to compare the CXCR2 blockade effects with neutrophilic depletion, in a separate experiment, we depleted neutrophils by injecting anti-Ly6G antibody one day before tumor radiation (Figure 2D). Neutrophil depletion was confirmed by measuring the neutrophils in the peripheral blood of these mice (Figure S2). Consistent with our previously reported findings [7], depletion of neutrophils reduced RT-induced tumor inhibition (Figure 2E) and shortened RT-induced survival (Figure 2F). Together with the findings from the former section, these results indicate that CXCR2 blockade not only diminishes RT-induced influx of neutrophils into the TME but also reduces RT-induced effects on tumor growth and survival.

### 3.3. CXCR2 Is Highly and Preferentially Expressed by Neutrophils

As we demonstrated earlier, despite the evident inhibitory effects on RT-induced neutrophil infiltration, CXCR2 blockade did not significantly affect other tumor-infiltrating myeloid cell populations (Figure 1C,D). Although other immune cells such as monocytes and macrophages can also express CXCR2 [27], it is not clear if these cells express similar levels of CXCR2 as neutrophils. The disparate expression levels of CXCR2 between neutrophils and other myeloid cell populations could explain why CXCR2 blockade selectively affected neutrophil migration. We also sought to investigate if lymphoid cells express CXCR2 in tumor-bearing mice. Thus, we used flow cytometry to examine the CXCR2 expression on both myeloid and lymphoid populations in the spleens from control and RM-9 tumor-bearing mice (Figure S3A,B). Unsurprisingly, tumor-bearing greatly increased the percentages of neutrophils, monocytes, and dendritic cells but moderately decreased those of CD4^+^ T cells, CD4 ^+^ CD25^+^ T cells, CD8^+^ T cells, B cells, and NK cells in the spleen (Figure 3A,C). Macrophage levels were unaffected. Interestingly, tumor-bearing increased CXCR2^+^ cell percentages in most types of immune cells examined (Figure 3B,D). Strikingly, almost all neutrophils expressed CXCR2 in tumor-bearing mice, whereas only small percentages of monocytes (3%), macrophages (19%), and dendritic cells (22%) expressed CXCR2 (Figure 3B). Although tumor growth increased CXCR2 expression on lymphoid cells, the percentages of CXCR2^+^ cells were below 1% in these populations (Figure 3D), indicating that CXCR2 blockade would not have significant effects on lymphoid populations. Additionally, we examined CXCR2 expression on myeloid cells in the TME (Figure S4) and found that tumor-infiltrating neutrophils also highly expressed CXCR2 compared to other cell populations (Figure 3E,F). Similar results were found in MC-38 tumor-bearing mice (Figure S5A–F). Taken together, our data strongly support that CXCR2 is highly and preferentially expressed on neutrophils, which explains the neutrophilic infiltration into the tumor after RT and the reduction thereof upon the CXCR2 blockade.

### 3.4. Radiation Increases CXCR2 Ligands in Tumor Microenvironment

To further evaluate our hypothesis that the CXCLs/CXCR2 axis mediates RT-induced neutrophilic infiltration, we examined if radiation induces CXCLs in the TME. Five chemokines have been identified to bind with the chemokine receptor CXCR2 in mice, and they are CXCL1, CXCL2, CXCL3, CXCL5, and pro-platelet basic protein (PPBP), also known as CXCL7 [28]. We collected tumor tissue at early time points after tumor irradiation (Figure 4A and Figure S6) and measured mRNA and protein expression of these chemokines by mRNA sequencing and the multiplex chemokine assay, respectively. 

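RM-9 and MC-38 are mouse prostate and colon cancer cell lines, grown here as tumors in mice. Messenger RNA was sequenced from the tumors of 31 mice, 15 with RM-9 tumors and 16 with MC-38 tumors. The groups were control mice at 0 Gy and mice whose tumors were taken 3 h, 12 h and 24 h after RT at 15 Gy. Each group held 4 mice, except RM-9 RT 24 h, which held 3. The control mice carried the 3 h time point in their labels, and all 3 RT groups of a tumor model were compared with the same 4 control mice. A change at 12 h or 24 h therefore could not be separated from a change with time without RT.
For each library the authors deposited TPM, FPKM and coverage, the mean read depth per base, for 46072 genes. The paper's text does not name the aligner, the quantification program or the genome build. Of these genes, 45223 carried an Ensembl identifier that is also in GENCODE M21, an annotation of mouse build GRCm38. All of the shared genes (100%) lay on the same chromosome, and 91.1% had the same start or end. The depth, taken from the ratio of coverage to FPKM and reads of 75 bases, was 21.4 to 29.4 M reads per library. Its median was 23.7 M in RM-9 control mice and 26.5, 24.4 and 26.1 M at 3 h, 12 h and 24 h after RT. In MC-38 tumors, the median was 23.9 M in control mice and 23.0, 23.8 and 24.7 M after RT.
A large part of TPM belonged to one mitochondrial gene. The gene mt-Nd4l held 35.6 to 43.5% of TPM in RM-9 libraries and 12.9 to 29.6% in MC-38 libraries. In RM-9 tumors, its share was 37.7% ± 1.72 (SD, n = 4) in control mice, 37.4% ± 1.39 (SD, n = 4) at 3 h, 41.1% ± 1.65 (SD, n = 4) at 12 h and 38.3% ± 3.13 (SD, n = 3) at 24 h. In MC-38 tumors, it was 20.9% ± 6.18 (SD, n = 4) in control mice, 17.2% ± 3.49 (SD, n = 4) at 3 h, 15.2% ± 1.07 (SD, n = 4) at 12 h and 16.9% ± 2.83 (SD, n = 4) at 24 h. MC-38 control mouse 1 had 29.6%, against 15.8 to 21.1% in the other control mice. In every library, the deposited FPKM of mt-Nd4l was 42.4 times that implied by its coverage. The gene mt-Nd4, which overlaps it, had a coverage of 0. The values above therefore cannot be taken as the share of mt-Nd4l in the RNA. Since TPM adds up to a fixed total, the TPM of every other gene still depended on the share of mt-Nd4l.

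**Figure D1:**
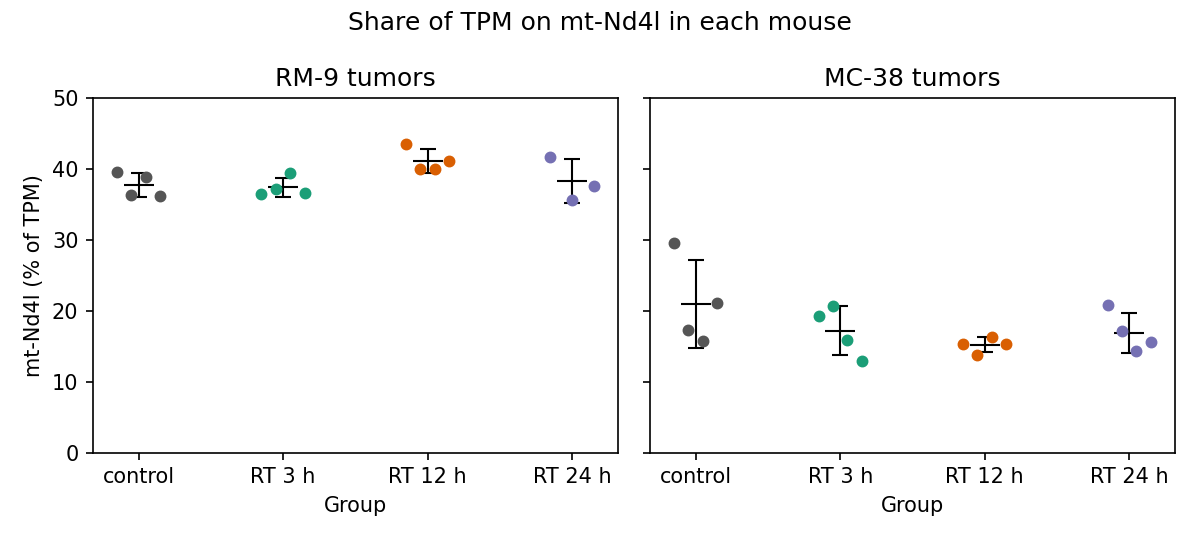
Share of TPM held by mt-Nd4l (%, vertical axis) in each mouse by tumor model and group, with the mean and SD of each group. RM-9 mice lay between 35.6 and 43.5% and MC-38 mice between 12.9 and 29.6%. The deposited FPKM of mt-Nd4l was 42.4 times that implied by its coverage in every library.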

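Changes were fitted with limma on log2(TPM + 0.5), with all 4 groups of a tumor model in 1 fit. The genes tested had a mean TPM of at least 0.5, with the genes named in the paper added. Adjusted p-values are Benjamini-Hochberg values over all genes tested in a comparison. Exact permutation tests were two-sided and used every assignment of the mice to both groups. There were 70 assignments for 4 mice against 4 and 35 for 3 against 4, so the smallest p was 0.0286 in each design.
The median log2 fold change over all genes was 0.056, -0.19 and -0.040 in RM-9 tumors at 3 h, 12 h and 24 h, and 0.19, 0.33 and 0.22 in MC-38 tumors. In RM-9 tumors at 12 h, the median gene of all 4 mice lay below every control mouse (exact permutation p = 0.0286). In MC-38 tumors at 12 h, it lay above every control mouse in 4 of 4 mice (exact permutation p = 0.0286). After TPM had been rescaled without mitochondrially encoded genes, these shifts were -0.066 and 0.20.

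**Figure D2:**
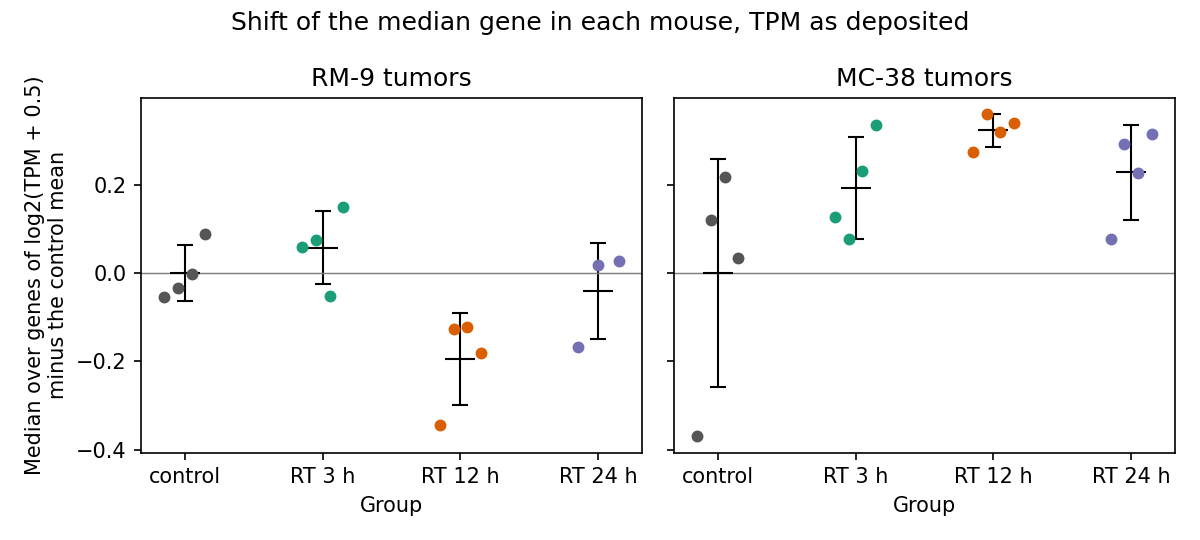
Median over genes of log2(TPM + 0.5) minus the control mean (vertical axis, log2 units) in each mouse by tumor model and group, in TPM as deposited. At 12 h, the RM-9 mice lay 0.12 to 0.34 below the control mean and the MC-38 mice 0.27 to 0.36 above it. After rescaling without mitochondrially encoded genes, the RM-9 mice were no longer all below the control mice.

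In RM-9 tumors, 28 genes were higher and 4 lower at 3 h with adjusted p under 0.05, 10 were higher and 1159 lower at 12 h, and 0 changed at 24 h. At an unadjusted p under 0.05, 3063, 4346 and 686 genes passed at these times. In MC-38 tumors, 8 genes were higher and 2 lower at 3 h, 4468 and 406 at 12 h, and 2077 and 88 at 24 h. With only the 2 groups compared in the fit, the counts at 3 h, 12 h and 24 h were 0, 1 and 0 in RM-9 tumors and 2, 787 and 310 in MC-38 tumors. Median-ratio scaling divides each library by the median of its gene-wise ratios to the geometric mean over the libraries. Under it, the genes higher and lower were 226 and 157, 11 and 6, and 0 and 0 in RM-9 tumors. In MC-38 tumors they were 49 and 56, 996 and 1546, and 1231 and 1281. Of the genes past the threshold as deposited, 32, 9 and 0 in RM-9 tumors and 8, 1396 and 1308 in MC-38 tumors also passed under it.
Single mice moved the counts as well. Without control mouse 3, 185 genes passed in RM-9 tumors at 3 h, and without control mouse 2 or RT mouse 2, 1 did. The 1169 genes of RM-9 tumors at 12 h became 0 without control mouse 1, 2 or 4 or without RT mouse 1 or 4. They became 605 without RT mouse 2. In MC-38 tumors, the count at 3 h ranged from 1 without control mouse 4 or RT mouse 3 to 425 without control mouse 3. The count at 12 h ranged from 1426 without RT mouse 2 to 7285 without control mouse 3, and that at 24 h from 1069 without RT mouse 4 to 3516 without control mouse 3.
Genes whose RT mice all lay beyond every control mouse made up 12.7, 19.7 and 4.24% of the genes tested in RM-9 tumors and 8.18, 36.5 and 15.7% in MC-38 tumors. Chance gives 2.86% for 4 mice against 4 and 5.71% for 3 against 4.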

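In RM-9 tumors, Cxcl3 (ENSMUSG00000029379, chromosome 5, 90786103 to 90789600 in GRCm38) rose from 1.015 ± 0.591 TPM (SD, n = 4) in control mice to 5.38 ± 1.46 TPM (SD, n = 3) at 24 h after RT. Its log2 fold change was 2.02 (standard error 0.44, limma adjusted p = 0.644). Ppbp, which encodes CXCL7 (ENSMUSG00000029372, chromosome 5, 90768518 to 90770063), rose from 1.58 ± 1.05 TPM (SD, n = 4) to 5.82 ± 1.17 TPM (SD, n = 3). This was a log2 fold change of 1.74 (standard error 0.40, limma adjusted p = 0.644). Cxcl2 (ENSMUSG00000058427, chromosome 5, 90903871 to 90905938) rose from 0.560 ± 0.321 TPM (SD, n = 4) to 2.05 ± 0.529 TPM (SD, n = 3), a log2 fold change of 1.31 (standard error 0.42, limma adjusted p = 0.938).
For each of these genes, 3 of 3 RT mice lay above every control mouse, and the exact permutation p was 0.0286. Of the 5 CXCR2 ligand genes, 0 passed an adjusted p of 0.05 over all genes tested and 3 had an unadjusted p under 0.05. Adjusted over the list alone, with 15 genes at 3 times, 2 of the 5 passed (Cxcl3 and Ppbp, each with an adjusted p of 0.0121), and Cxcl2 had an adjusted p of 0.0819. The alternative that moved the fold change of Cxcl2 most was a pseudocount of 0.1, with a log2 fold change of 1.88. Over the other settings of limma the adjusted p of Cxcl2 ranged from 0.583 to 0.999, that of Cxcl3 from 0.323 to 0.987 and that of Ppbp from 0.349 to 0.896. With a single mouse left out the adjusted p stayed at or above 0.2 for these genes.
Cxcl1 (ENSMUSG00000029380, chromosome 5, 90891241 to 90893115) rose from 0.903 ± 0.116 TPM (SD, n = 4) to 1.65 ± 0.370 TPM (SD, n = 3), a log2 fold change of 0.60 (limma adjusted p = 1.00). Cxcl5 (ENSMUSG00000029371, chromosome 5, 90759360 to 90761624) had a log2 fold change of 0.29. At 12 h, the log2 fold changes of Cxcl2, Ppbp and Cxcl3 were 1.02, 0.90 and 0.88, with limma adjusted p of 0.0969, 0.114 and 0.159. All values of these genes were low, at 7.05 TPM or less in every RM-9 library. The 5 genes are paralogs in 1 cluster and could share reads.

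**Figure D3:**
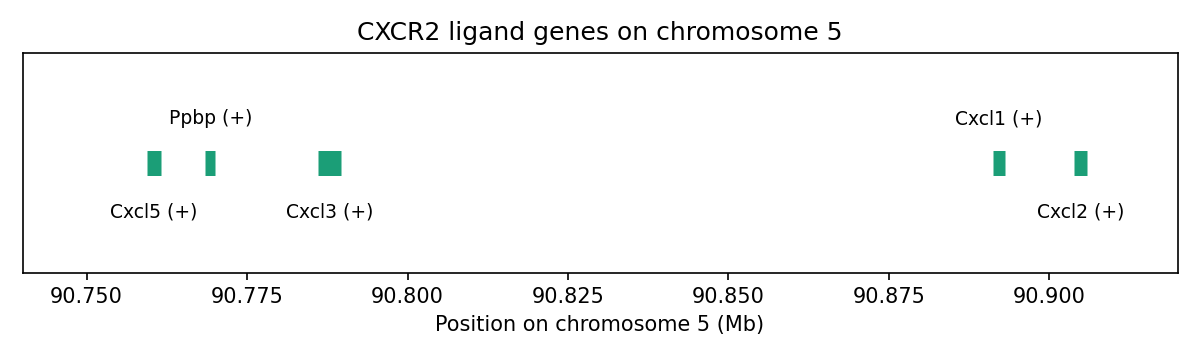
Position of the CXCR2 ligand genes on mouse chromosome 5 (GRCm38, horizontal axis, position in Mb). All genes lie on the plus strand, from Cxcl5 at base 90759360 to Cxcl2 at base 90905938.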

In the RM-9 tumor model, radiation increased mRNA levels of CXCL2, CXCL3, and CXCL7 at 24 h post-treatment (Figure 4B) and the protein levels of CXCL1 and CXCL2 at 24 h and 48 h post-treatment (Figure 4C). 

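In MC-38 tumors at 24 h, Cxcl2 rose from 2.02 ± 0.795 TPM (SD, n = 4) in control mice to 6.59 ± 2.83 TPM (SD, n = 4), a log2 fold change of 1.48 (standard error 0.33, limma adjusted p = 0.00935). Cxcl5 rose from 0.709 ± 0.446 TPM (SD, n = 4) to 2.74 ± 0.904 TPM (SD, n = 4), a log2 fold change of 1.46 (standard error 0.31, limma adjusted p = 0.00706). Cxcl3 rose from 2.17 ± 0.470 TPM (SD, n = 4) to 5.48 ± 1.72 TPM (SD, n = 4), a log2 fold change of 1.14 (standard error 0.29, limma adjusted p = 0.0193). In these 3 genes, 4 of 4 RT mice lay above every control mouse (exact permutation p = 0.0286). Cxcl1 rose from 19.3 ± 7.82 TPM (SD, n = 4) to 34.6 ± 6.00 TPM (SD, n = 4), a log2 fold change of 0.92 (standard error 0.28, limma adjusted p = 0.0401). Here 3 of 4 RT mice lay above every control mouse (exact permutation p = 0.0571). Ppbp changed by 0.12 on the log2 scale (limma adjusted p = 0.841).
Of the 5 ligand genes, 4 passed over all genes tested and 4 when adjusted over the list alone. The call for Cxcl1 depended on single mice and on the scaling. Its limma adjusted p was 0.0957 without control mouse 1 (log2 fold change 0.58), 0.0680 without control mouse 4, and 0.0603, 0.0788 and 0.112 without RT mouse 1, 3 or 4. It was 0.0528 under median-ratio scaling (log2 fold change 0.66), and over all settings of limma it ranged from 0.0301 to 0.141. The limma adjusted p of Cxcl3 was 0.0565 without control mouse 1 (log2 fold change 1.02) and 0.0698 without RT mouse 4 (log2 fold change 0.96). Cxcl2 and Cxcl5 stayed under 0.05 with each mouse left out.
At 12 h, Cxcl5 had a log2 fold change of 1.014 (limma adjusted p = 0.0264), which was not past the threshold under median-ratio scaling (limma adjusted p = 0.0846) or without control mouse 1 (0.0895), RT mouse 2 (0.0781) or RT mouse 3 (0.0608). Over its settings the adjusted p of Cxcl5 at 12 h ranged from 0.0251 to 0.0846. Cxcl1 had a log2 fold change of 0.72 at 12 h (limma adjusted p = 0.0596, or 0.0301 without control mouse 2 and 0.0369 without control mouse 3).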

In MC-38 tumor grafts, using the same experimental set-up as in RM-9, radiation increased mRNA levels of CXCL1, CXCL2, CXCL3, and CXCL5 at 24 h post-treatment (Figure 4D) and protein levels of CXCL5 at 24 h and 48 h post-treatment (Figure 4E). These results demonstrated that radiation upregulated gene and protein expression of CXCR2 ligands in the TME early after treatment, supporting our hypothesis that the early activation of the CXCLs/CXCR2 axis by RT mediates RT-induced neutrophilic infiltration into the tumor.

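Mean log2(TPM + 0.5) over the 5 ligand genes was higher than in control mice by 0.72 at 12 h and 1.19 at 24 h in RM-9 tumors and by 1.02 at 24 h in MC-38 tumors, with every RT mouse above every control mouse (exact permutation p = 0.0286 for each). It was higher by 0.34 at 12 h in MC-38 tumors (exact permutation p = 0.171), and by 0.29 and 0.28 at 3 h in RM-9 and MC-38 tumors (exact permutation p = 0.514 and 0.486). The difference between the tumor models was tested with limma's interaction contrast, the change in MC-38 minus that in RM-9, over all 31 libraries. No ligand gene passed at any time, with a smallest adjusted p of 0.0807. At 24 h the difference was -1.62 for Ppbp (limma adjusted p = 0.0932) and 1.17 for Cxcl5 (limma adjusted p = 0.139). Without MC-38 control mouse 3, that for Ppbp had an adjusted p of 0.0468. Over the other settings the adjusted p of this difference in Ppbp ranged from 0.0614 to 0.165.
Cxcr2 itself (ENSMUSG00000026180, chromosome 1, 74153989 to 74161246) changed from 0.588 ± 0.103 TPM (SD, n = 4) to 1.03 ± 0.420 TPM (SD, n = 3) at 24 h in RM-9 tumors, a log2 fold change of 0.46 (limma adjusted p = 1.00). In MC-38 tumors it changed from 0.564 ± 0.234 TPM (SD, n = 4) to 0.777 ± 0.169 TPM (SD, n = 4), a log2 fold change of 0.28 (limma adjusted p = 0.326). The protein levels in Figure 4C,E were not analysed here. From the higher mRNA and protein levels after RT, the paper concludes that RT upregulated CXCR2 ligands early in the TME. It takes this as evidence for its hypothesis that early activation of the CXCLs/CXCR2 axis mediates the neutrophilic infiltration.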

### 3.5. Radiation Increases the Gene Expression of DNA Sensing Pathways in the Tumor Microenvironment in cGAS-Positive MC-38 Model, but Not cGAS-Negative RM-9 Model

To explore the upstream mechanism of RT-induced upregulation of CXCLs, we examined the gene expression of the key molecules involved in cyclic GMP-AMP synthase (cGAS) and absent in melanoma 2 (AIM2) DNA-sensing pathways. 

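The files list cGAS as Mb21d1 (ENSMUSG00000032344, chromosome 9, 78430526 to 78443237) and STING as Tmem173 (ENSMUSG00000024349, chromosome 18, 35733678 to 35740554). The other genes of the cGAS pathway were Tbk1 (ENSMUSG00000020115, chromosome 10, 121546455 to 121586794), Irf3 (ENSMUSG00000003184, chromosome 7, 44997648 to 45002848) and Ifnb1, which encodes IFN-β (ENSMUSG00000048806, chromosome 4, 88522025 to 88522774). The AIM2 pathway was represented by Aim2 (ENSMUSG00000037860, chromosome 1, 173350879 to 173466040), Pycard, which encodes ASC (ENSMUSG00000030793, chromosome 7, 127992103 to 127993867), and Casp1 (ENSMUSG00000025888, chromosome 9, 5298517 to 5307265). Its other genes were Il1b (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139) and Il18 (ENSMUSG00000039217, chromosome 9, 50575273 to 50581837). Their values came from the libraries and limma fits described for the CXCR2 ligands.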

Unexpectedly, in the RM-9 model, RT did not significantly affect the gene expression of either DNA-sensing pathways (Figure 5A,B), suggesting neither of these two pathways were activated upon radiation. 

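In RM-9 tumors, 0 of the 5 cGAS pathway genes passed an adjusted p of 0.05 over all genes at 3 h, 1 at 12 h and 0 at 24 h. Adjusted over the list alone, the counts were 0, 1 and 0, and at an unadjusted p under 0.05 they were 0, 1 and 0. For the 5 AIM2 pathway genes, 0 passed at each time, over all genes or adjusted over the list alone, and 1, 1 and 0 had an unadjusted p under 0.05.
The gene past the threshold was Tmem173, which fell from 45.5 ± 5.04 TPM (SD, n = 4) in control mice to 33.9 ± 2.14 TPM (SD, n = 4) at 12 h. Its log2 fold change was -0.42 (standard error 0.11, limma adjusted p = 0.0327), and 4 of 4 RT mice lay below every control mouse (exact permutation p = 0.0286). As a share of this fall went with the shift of all genes, its log2 fold change was -0.20 under median-ratio scaling (limma adjusted p = 0.301). Over all settings of limma the adjusted p ranged from 0.0247 to 0.331. Without control mouse 4 it was 0.119, and it was past 0.05 in 2 of the 8 fits that each left out a mouse.
Over both pathways, log2 fold changes lay between -0.52 and 0.27 at 3 h, between -0.60 and 0.046 at 12 h and between -0.061 and 0.51 at 24 h. Ifnb1 was at 0 to 0.084 TPM in the RM-9 libraries and Mb21d1 at 0.155 to 0.601 TPM, so that the 0.5 TPM added before the logarithm left little room for changes in these genes.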

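In MC-38 tumors at 3 h, Mb21d1 rose from 14.8 ± 3.79 TPM (SD, n = 4) in control mice to 23.2 ± 1.98 TPM (SD, n = 4), a log2 fold change of 0.66 (standard error 0.15, limma adjusted p = 0.0803). Ifnb1 rose from 0.684 ± 0.240 TPM (SD, n = 4) to 1.47 ± 0.326 TPM (SD, n = 4), a log2 fold change of 0.74 (standard error 0.25, limma adjusted p = 0.167). For both genes, 4 of 4 RT mice lay above every control mouse (exact permutation p = 0.0286). Tbk1 changed from 18.6 ± 4.55 TPM (SD, n = 4) to 25.5 ± 4.42 TPM (SD, n = 4), a log2 fold change of 0.47 (limma adjusted p = 0.172, exact permutation p = 0.0857). Irf3 changed from 28.2 ± 8.61 TPM (SD, n = 4) to 34.9 ± 2.12 TPM (SD, n = 4), a log2 fold change of 0.35 (limma adjusted p = 0.291, exact permutation p = 0.171). Tmem173 changed from 35.7 ± 4.77 TPM (SD, n = 4) to 38.1 ± 5.02 TPM (SD, n = 4), a log2 fold change of 0.093 (limma adjusted p = 0.633, exact permutation p = 0.514). Its direction flipped to -0.12 under median-ratio scaling.
At 3 h, 0 of the 5 genes passed over all genes tested, 3 passed when adjusted over the list alone (Mb21d1, Tbk1 and Ifnb1) and 3 had an unadjusted p under 0.05. Mb21d1 had a limma adjusted p of 0.0242 without control mouse 3 and 0.0375 when TPM was rescaled without mitochondrially encoded genes. Its adjusted p over all settings ranged from 0.0358 to 0.441. The log2 fold change was 0.30 for Tbk1 and 0.14 for Irf3 without control mouse 1.
At 12 h, 4 of the 5 genes passed over all genes and 5 when adjusted over the list alone. The log2 fold changes were 0.65 for Mb21d1, 0.52 for Tbk1, 0.86 for Ifnb1, 0.35 for Tmem173 and 0.50 for Irf3, and the limma adjusted p were 0.0138, 0.0297, 0.0233, 0.0324 and 0.0563. Under median-ratio scaling, Tmem173 changed by 0.0087 and Tbk1 by 0.18 on the log2 scale. The limma adjusted p of Tmem173 then was 0.967, that of Tbk1 0.105 and that of Ifnb1 0.114. Over all settings these adjusted p ranged from 0.0252 to 0.967 for Tmem173, from 0.0197 to 0.105 for Tbk1 and from 0.0166 to 0.114 for Ifnb1. Without control mouse 1, the log2 fold change of Irf3 was 0.28. In the 8 fits that each left out a mouse, the calls of Tmem173, Tbk1 and Ifnb1 stayed in 3, 3 and 4. Their limma adjusted p without control mouse 1 were 0.0877, 0.0857 and 0.0548. Irf3 passed without control mouse 3 (limma adjusted p = 0.0126).
At 24 h, 3 passed over all genes and 4 when adjusted over the list alone. Tmem173 reached 65.4 ± 3.13 TPM (SD, n = 4), a log2 fold change of 0.87 (limma adjusted p = 0.000415). Ifnb1 reached 4.38 ± 2.16 TPM (SD, n = 4), a log2 fold change of 1.97 (limma adjusted p = 0.000367). Mb21d1 had a log2 fold change of 0.58 (limma adjusted p = 0.0213), or 0.0586 without RT mouse 4. Under median-ratio scaling it had an adjusted p of 0.142, in a range of 0.0123 to 0.142 over its settings. Tbk1 had a log2 fold change of 0.43 (limma adjusted p = 0.0882, or 0.0304 without control mouse 3), and Irf3 one of 0.34 (limma adjusted p = 0.233).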

Contrastingly, in the MC-38 model, we found that RT increased the gene expression of cGAS, STING, TBK1, IRF3, and IFN-β as early as 3 h post-treatment (Figure 5C), suggesting the activation of the cGAS DNA-sensing pathway. Additionally, RT increased the gene expression of AIM2, Caspase 1, and IL-1β within 24 h post-treatment (Figure 5D), indicating the activation of the AIM2 DNA-sensing pathway. 

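In MC-38 tumors at 24 h, Casp1 rose from 46.1 ± 8.76 TPM (SD, n = 4) in control mice to 75.01 ± 11.8 TPM (SD, n = 4), a log2 fold change of 0.70 (standard error 0.16, limma adjusted p = 0.0110). Every RT mouse lay above every control mouse (exact permutation p = 0.0286). With only both groups compared in the fit, its limma adjusted p was 0.0711, and over all settings it ranged from 0.00527 to 0.0711. Aim2 rose from 26.6 ± 8.33 TPM (SD, n = 4) to 39.4 ± 4.32 TPM (SD, n = 4), a log2 fold change of 0.61 (standard error 0.24, limma adjusted p = 0.101, exact permutation p = 0.0286). Without control mouse 1 this log2 fold change was 0.41.
Il1b changed from 22.9 ± 5.12 TPM (SD, n = 4) to 31.2 ± 6.42 TPM (SD, n = 4), a log2 fold change of 0.45 (standard error 0.18, limma adjusted p = 0.113, exact permutation p = 0.0857). Without RT mouse 1 its log2 fold change was 0.59 with a limma adjusted p of 0.0389, and without control mouse 3 it was 0.29. Il1b had a log2 fold change of 0.51 at 3 h (limma adjusted p = 0.181) and of -0.49 at 12 h (limma adjusted p = 0.0522, or 0.0107 without control mouse 3). Under median-ratio scaling the fall at 12 h was -0.83 with a limma adjusted p of 0.0191, in a range of 0.0191 to 0.0961 over its settings.
Of the 5 AIM2 pathway genes, 0 passed over all genes at 3 h, 2 at 12 h and 1 at 24 h, and 2, 3 and 4 passed when adjusted over the list alone. At an unadjusted p under 0.05, 2, 4 and 4 genes passed. At 12 h the genes were Pycard, which fell by 1.28 on the log2 scale (limma adjusted p = 0.0101), and Casp1, which rose by 0.56 (limma adjusted p = 0.0222). The rise of Casp1 at 12 h was 0.22 under median-ratio scaling (limma adjusted p = 0.211, in a range of 0.0174 to 0.211). It had a limma adjusted p of 0.0681 without control mouse 1 and 0.0690 without RT mouse 4. Pycard had a log2 fold change of -0.90 at 3 h (limma adjusted p = 0.141). Il18 had a log2 fold change of 0.62 at 24 h (limma adjusted p = 0.0793). Its limma adjusted p was 0.0263 without control mouse 4 and 0.0458 with the replicate number as a block, in a range of 0.0458 to 0.345 over its settings.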

Since both IFN-β [29] and IL-1β [16] can trigger the gene expression of CXCLs, the cGAS and AIM2 DNA-sensing pathways might both be involved in the upregulation of CXCLs in the MC-38 model. One possible cause for this discrepancy between the two tumor models is the fact that MC-38 tumor cells express cGAS but RM-9 tumor cells do not express it (Figure S7, Supplementary Materials S2). Taken together, the results indicated that DNA-sensing pathways might be an upstream mechanism underlying the RT-induced CXCLs in the MC-38 model but not the RM-9 model. 

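Whether the change after RT differed between the tumor models was tested in 16142 genes with limma's interaction contrast. At 3 h, 0 genes differed with adjusted p under 0.05 and 1591 had an unadjusted p under 0.05. At 12 h, the change was higher in MC-38 for 6903 genes and lower for 73, and at 24 h for 359 and 4. The median difference over all genes was 0.13, 0.49 and 0.25 at these times. Under median-ratio scaling, the genes with a higher and a lower change in MC-38 were 1 and 3 at 3 h, 204 and 287 at 12 h, and 168 and 92 at 24 h. The count at 12 h was 4211 without MC-38 control mouse 1 and 8643 without MC-38 control mouse 3. That at 24 h ranged from 76 without RM-9 RT mouse 1 to 1443 without MC-38 control mouse 3, and was 114 without MC-38 control mouse 1.
All 5 cGAS pathway genes differed at 12 h, with differences of 0.98 for Mb21d1, 0.77 for Tmem173, 0.65 for Tbk1, 0.59 for Irf3 and 0.82 for Ifnb1. Their limma adjusted p were 0.00354, 0.00183, 0.0184, 0.0473 and 0.0197. Under median-ratio scaling, 0 of these genes passed at 12 h, although their directions stayed. Ifnb1 was very low in RM-9 tumors. A rise of 2.39 times, as in MC-38 tumors at 12 h, would give it a log2 fold change of only 0.087 there. Irf3 passed in 5 of the 16 fits that each left out a mouse and had a limma adjusted p of 0.152 without MC-38 control mouse 1. Without that mouse, the difference in Tbk1 was 0.49 (limma adjusted p = 0.0569).
At 24 h, the difference was 2.00 for Ifnb1 (limma adjusted p = 0.000275) and 0.89 for Tmem173 (limma adjusted p = 0.00270). That of Ifnb1 passed under every scaling, but Ifnb1 in RM-9 tumors was so low that a rise of 6.40 times, as in MC-38 tumors, would give a log2 fold change of only 0.31 there. That of Tmem173 had an adjusted p of 0.0533 under median-ratio scaling, in a range of 0.00224 to 0.0533 over its settings. Mb21d1 at 24 h had a limma adjusted p of 0.122, and of 0.0387 without RM-9 RT mouse 1. At 3 h, every cGAS pathway gene had a limma adjusted p of 0.329 or more. The sign for Irf3 at 24 h, 0.21, flipped to -0.0087 without MC-38 control mouse 1.
In the AIM2 pathway, Pycard (-0.87, limma adjusted p = 0.0474) and Casp1 (0.90, limma adjusted p = 0.0155) differed at 12 h, and 0 genes did at 3 h or 24 h. Pycard passed in 5 of the 16 fits that each left out a mouse, and had an adjusted p of 0.115 without MC-38 control mouse 4. Under median-ratio scaling the limma adjusted p of Casp1 was 0.424, in a range of 0.00887 to 0.424.
From the changes in MC-38 and their absence in RM-9 tumors, the paper proposes that DNA-sensing pathways lie upstream of the CXCLs induced by RT in MC-38 but not in RM-9.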

The results also suggest that different upstream signaling pathways are involved in RT-induced CXCLs in different types of tumors.

### 3.6. Radiation Increases IL-1β Expression in Tumor Microenvironment

Since IL-1β can upregulate CXCLs [16,17,18], we sought to examine if RT increases the protein level of IL-1β in the TME at early time points. In the RM-9 tumor model, western blot results showed that IL-1β protein expression was upregulated in the tumor as early as 3 h and further increased at 24 h post-radiation (Figure 5E). Similarly, radiation also induced IL-1β expression in the TME as early as 3 h, and IL-1β remained elevated at 24 h post-radiation in MC-38 tumors (Figure 5F). The original blots and densitometry readings are in the Supplementary Materials S2 and S3. These data demonstrate that radiation induced IL-1β expression in the TME at an earlier time point and might be an upstream signal contributing to the upregulation of CXCLs.

### 3.7. Gene Ontology Analysis Shows Gene Enrichment in Related Biological Processes

To further examine our hypotheses, we performed gene ontology analysis on transcriptome data from the mRNA-Seq experiments. 

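The values were those of the mRNA-Seq libraries already described. The genes of the 3 gene ontology lists were taken from Supplementary Material S4, with 89 genes for DNA damage, 10 for IL-1 and 13 for neutrophil chemotaxis. The gene ontology terms hold more genes than these, and the paper's heat maps show the selected ones. The paper does not state how these genes were chosen from the terms. Of the 89 DNA damage genes, 59 were higher and 21 lower with an unadjusted p under 0.05 in RM-9 tumors at 3 h, against 21.9% of all genes tested, as in a list picked for changes in that comparison. Tests of this list there are therefore not independent of how it was made. At 24 h in RM-9 tumors, 12 of 13 neutrophil chemotaxis genes had an unadjusted p under 0.05, against 4.89% of all genes tested. In MC-38 tumors at 24 h, 10 of 10 IL-1 genes did, against 30.5%. Whether these genes were picked for changes is not known, so tests of these lists may not be independent either. Figure 6 shows an 11th gene for IL-1 that is not in the copy of Supplementary Material S4 used here. Ctla4 is in the DNA damage list under 2 identifiers, of which 1 was at 0 in every library.
A list score was the mean of log2(TPM + 0.5) over the genes of a list in each mouse, compared between groups with the two-sided exact permutation test. None of the 18 comparisons passed a Benjamini-Hochberg adjustment. The smallest adjusted p was 0.103, reached by the 5 comparisons at the smallest p that 4 mice against 4 and 3 against 4 allow. Under this limit, a score can pass only with many others at the same p, whatever the size of its change.
Among genes with adjusted p under 0.05, a mean TPM of at least 1 and every RT mouse beyond every control mouse, the largest changes were as follows. Mdm2 and Cdkn3 are also in the DNA damage list. In RM-9 tumors at 3 h, Trp53inp1 (log2 fold change 1.72), 9230114K14Rik (1.52) and Mdm2 (1.27) rose, and 0610010K14Rik (-1.17), Gpr65 (-1.05) and Cdkn3 (-0.87) fell, with limma adjusted p of 0.0382 or less. At 12 h, Gdf15 (1.02), Dcxr (0.88) and Sphk1 (0.85) rose, and Ighm (-1.39), C3 (-1.30) and AW112010 (-1.28) fell, with limma adjusted p of 0.0303 or less. In MC-38 tumors at 3 h, Tnfsf4 (1.45), Trp53inp1 (1.44) and Mdm2 (1.11) rose, and Lair1 (-1.42) and Tlr1 (-1.31) fell, with limma adjusted p of 0.0358 or less. At 12 h, Trav15n-1 (3.02), Trav15d-1-dv6d-1 (2.97) and Acsm3 (2.77) rose, and AC099934.2 (-4.39), Trbj2-7 (-1.88) and Lair1 (-1.85) fell, with limma adjusted p of 0.0277 or less. At 24 h, Trav15n-1 (3.60), Trav15d-1-dv6d-1 (3.56) and Acsm3 (3.35) rose and Cx3cr1 (-1.57) and Ankrd37 (-1.39) fell, with limma adjusted p of 0.0207 or less. AC099934.2 was listed at 0 in every RT mouse at 24 h. Trav15n-1 and Trav15d-1-dv6d-1 are paralogs whose reads could be shared, and AC099934.2 and Trbj2-7 are shorter than a read, so their values are uncertain. Over 232 fits of these 29 results that each left out a mouse, 154 calls stayed and 78 were no longer past the threshold.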

We found that RT increased the gene expression for Cellular Response to DNA Damage Stimulus (GO:0006974) at 3 h in RM-9 tumors (Figure 6A) and had a similar and prolonged effect in MC-38 tumors (Figure 6B). 

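In RM-9 tumors at 3 h, the mean score of the 89 DNA damage genes was 3.43 ± 0.143 (SD, n = 4) against 3.16 ± 0.102 (SD, n = 4) in control mice. The difference was 0.27, or 0.21 above the median of all genes, and 3 of 4 RT mice lay above every control mouse (exact permutation p = 0.0571). Under median-ratio scaling it was 0.20, with 4 of 4 RT mice above every control mouse (exact permutation p = 0.0286). Neither p is independent of how the list was made. Of the 89 genes, 62 were higher. Over all genes tested, 6 were higher and 1 lower with limma adjusted p under 0.05, and 59 and 21 with an unadjusted p under 0.05. Cdkn1a (ENSMUSG00000023067) rose from 97.6 to 190.1 TPM, a log2 fold change of 0.96 (limma adjusted p = 0.0109). Mdm2 rose from 644 to 1517 TPM (limma adjusted p = 0.0156), and Ccng1 had a log2 fold change of 1.13 (limma adjusted p = 0.0286). These calls rested on single mice. Without control mouse 2, the limma adjusted p of Cdkn1a was 0.0651, and without RT mouse 2 it was 0.0545. Without control mouse 1, that of Mdm2 was 0.0965 and that of Ccng1 0.107. The score differed from control mice by -0.15 at 12 h (exact permutation p = 0.2) and by 0.011 at 24 h (exact permutation p = 0.914). The sign at 12 h flipped to 0.044 under median-ratio scaling, and that at 24 h to -0.053 without RT mouse 3.
In MC-38 tumors, the score was higher by 0.27 at 3 h (exact permutation p = 0.114), 0.45 at 12 h (exact permutation p = 0.0286) and 0.29 at 24 h (exact permutation p = 0.114). Above the median of all genes, the differences were 0.084, 0.12 and 0.073. With control mouse 1 left out, the scores were higher by 0.12, 0.30 and 0.14. Under the alternative that moved them most, median-ratio scaling, they were 0.071, 0.12 and 0.047. Of the 89 genes, 78, 84 and 74 were higher, and 2, 43 and 13 were higher with limma adjusted p under 0.05. Mdm2 rose from 15.6 to 34.0 TPM at 3 h and had log2 fold changes of 0.96 at 12 h (limma adjusted p = 0.00496) and 0.74 at 24 h (limma adjusted p = 0.00691). Cdkn1a had log2 fold changes of 0.80 at 3 h (limma adjusted p = 0.0195) and 0.73 at 24 h (limma adjusted p = 0.00144). At 3 h, the limma adjusted p of Cdkn1a was 0.114 and that of Mdm2 0.0886 without control mouse 4. Ei24 at 3 h had a log2 fold change of 0.49 (limma adjusted p = 0.0733). Trip12 rose by 0.81 at 12 h and at 24 h (limma adjusted p = 0.0109 and 0.00860), and Bcl2a1b fell by 1.28 at 12 h (limma adjusted p = 0.00562).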

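The score of the 10 IL-1 genes in MC-38 tumors was higher than in control mice by 0.56 at 12 h and 1.36 at 24 h, with every RT mouse above every control mouse (exact permutation p = 0.0286 for each). Above the median of all genes, the differences were 0.24 and 1.14. At 3 h the difference was 0.28 (exact permutation p = 0.286). Of the 10 genes, 0, 4 and 9 passed an adjusted p of 0.05 over all genes at 3 h, 12 h and 24 h. Under median-ratio scaling the difference at 12 h was 0.23, with 3 of 4 RT mice above every control mouse (exact permutation p = 0.0857).
At 12 h, Fn1 rose from 131 to 435 TPM, a log2 fold change of 1.77 (limma adjusted p = 0.00496). Cx3cl1 had a log2 fold change of 1.27 (limma adjusted p = 0.00521) and Ccl2 one of 0.70 (limma adjusted p = 0.0194). The rise of Ccl2 at 12 h was 0.35 under median-ratio scaling (limma adjusted p = 0.231). At 24 h, Il6 rose from 1.34 to 6.22 TPM, a log2 fold change of 1.82 (limma adjusted p = 0.000289). Ccl4 rose from 25.6 to 83.6 TPM, a log2 fold change of 1.68 (limma adjusted p = 0.000321), and Ccl2 from 373 to 877 TPM, a log2 fold change of 1.22 (limma adjusted p = 0.00118).
In RM-9 tumors, the score was lower by -0.19 at 3 h and -0.12 at 12 h and higher by 0.46 at 24 h, where 3 of 3 RT mice lay above every control mouse (exact permutation p = 0.0286). The sign at 12 h flipped to 0.058 under median-ratio scaling. Of the 10 genes, 9 were higher at 24 h, 0 with an adjusted p under 0.05 and 5 with an unadjusted p under 0.05. Ccl3 rose from 1.67 to 3.97 TPM, a log2 fold change of 1.03 (limma adjusted p = 0.169). Ccl2 rose from 84.2 to 141 TPM and Ccl4 from 2.36 to 4.39 TPM, with log2 fold changes of 0.76 and 0.77 (limma adjusted p = 0.793 for each).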

RT upregulated the gene expression for Cellular Response to Interleukin-1 (IL-1) (GO: 0071347) at 12 h and 24 h in MC-38 tumors (Figure 6D) and had a similar gene upregulation at 24 h in RM-9 tumors (Figure 6C). Moreover, RT increased the gene expression for Neutrophil Chemotaxis (GO: 0030593) at 24 h in both tumors (Figure 6E,F). 

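The score of the 13 neutrophil chemotaxis genes at 24 h was higher than in control mice by 1.02 in RM-9 tumors, with 3 of 3 RT mice above every control mouse (exact permutation p = 0.0286). In MC-38 tumors it was higher by 0.61, with 3 of 4 RT mice above every control mouse (exact permutation p = 0.0571). Relative to the median of all genes, the differences were 1.06 and 0.39. Under median-ratio scaling, they were 1.05 in RM-9 and 0.38 in MC-38 tumors (exact permutation p = 0.0286 and 0.143). In RM-9 tumors 13 of the 13 genes were higher, 0 with an adjusted p under 0.05 and 12 with an unadjusted p under 0.05. In MC-38 tumors 10 were higher, and 6 passed an adjusted p of 0.05. In MC-38 tumors, Ccl3 rose from 9.23 to 21.6 TPM (log2 fold change 1.21, limma adjusted p = 0.00611). The genes with the smallest p were Ccl3, Cxcl3 and Ppbp in RM-9 tumors and Ccl4, Ccl2 and Ccl3 in MC-38 tumors, several of which are also in the IL-1 list or among the CXCR2 ligands. At 3 h and 12 h the score differed by 0.016 and 0.22 in RM-9 tumors (exact permutation p = 0.2 at 12 h) and by 0.049 and -0.21 in MC-38 tumors (exact permutation p = 0.143 at 12 h). Under median-ratio scaling, the values at 12 h were 0.41 in RM-9 and -0.50 in MC-38 tumors (exact permutation p = 0.0571 for each), and the signs at 3 h flipped, to -0.046 and -0.14.
A list of 14 neutrophil markers, none of which is in the paper's lists, was higher at 24 h by 0.19 in RM-9 tumors and 0.39 in MC-38 tumors (exact permutation p = 0.257 and 0.0571). Of its genes, 7 had a mean TPM of at least 1 in each tumor model.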

TPM values of each individual genes and *p*-values when comparing RT groups at different time points post-RT with the control group are in the Supplementary Material S4. In addition, GSEA was performed using the log fold change of TPM values between RT groups at different time points post-RT and the control group (Figure S8), and the results are consistent with those from the heatmaps. These results indicate at least three effects of RT on the TME at early time points: (1) induction of DNA damage; (2) amplified IL-1 production and/or activation; (3) increased neutrophil infiltration. These data corroborate the other findings in this study and support our hypothetical mechanism underlying RT-induced neutrophilic infiltration as depicted in Figure 7.

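TPM values of the 3 lists in Supplementary Material S4 were compared with those in the files. For MC-38, 1424, 160 and 208 values of the DNA damage, IL-1 and neutrophil chemotaxis genes were compared, and for RM-9, 1335, 150 and 195. In every list, 0 values differed by more than 0.1%.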

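Gene set enrichment was computed with fgsea on the log2 ratio of mean TPM + 0.5 in RT and control mice, over the genes tested by limma. The result is given as a normalized enrichment score with an adjusted p over 18 comparisons. This test permutes genes and not mice, so its p does not carry the spread between mice. It also takes the genes of a list as chosen without regard to these data, which the p-values of the DNA damage genes in RM-9 tumors at 3 h speak against. The same limit may hold for neutrophil chemotaxis in RM-9 tumors and IL-1 in MC-38 tumors at 24 h. The DNA damage list had a score of 2.42 (fgsea gene-permutation adjusted p = 1.09e-08) at 3 h in RM-9 tumors. There it was -1.03 (fgsea gene-permutation adjusted p = 0.481) at 12 h and 1.34 (fgsea gene-permutation adjusted p = 0.0650) at 24 h. In MC-38 tumors it scored 1.74 (fgsea gene-permutation adjusted p = 0.000989), 1.86 (fgsea gene-permutation adjusted p = 0.000232) and 1.23 (fgsea gene-permutation adjusted p = 0.181) at 3 h, 12 h and 24 h. Without control mouse 1, that at 3 h was 1.29 with an adjusted p of 0.149. Without RT mouse 3, that at 24 h was 1.49 with an adjusted p of 0.00982, and without control mouse 3 it was 1.40 with 0.0455.
The IL-1 list scored 2.07 (fgsea gene-permutation adjusted p = 0.000218) at 12 h and 2.24 (fgsea gene-permutation adjusted p = 1.37e-10) at 24 h in MC-38 tumors, and 1.97 (fgsea gene-permutation adjusted p = 0.00241) at 24 h in RM-9 tumors. In RM-9 tumors it scored -1.51 (fgsea gene-permutation adjusted p = 0.112) at 3 h and -1.24 (fgsea gene-permutation adjusted p = 0.239) at 12 h. The score at 12 h in MC-38 tumors was 1.38 with an adjusted p of 0.204 under median-ratio scaling, over a range of 3e-05 to 0.204. The list also scored 1.70 (fgsea gene-permutation adjusted p = 0.0149) at 3 h in MC-38 tumors, a call that stayed in 5 of the 8 fits that each left out a mouse. Without RT mouse 3 its adjusted p was 0.244 and without control mouse 1 it was 0.219.
The neutrophil chemotaxis list scored 2.54 (fgsea gene-permutation adjusted p = 9.37e-14) in RM-9 and 1.87 (fgsea gene-permutation adjusted p = 0.000607) in MC-38 tumors at 24 h. At 12 h it scored 2.61 (fgsea gene-permutation adjusted p = 0.000346) in RM-9 tumors and -1.60 (fgsea gene-permutation adjusted p = 0.0351) in MC-38 tumors. The latter was not past the threshold without control mouse 2 (0.0586), control mouse 4 (0.161) or RT mouse 2 (0.182), nor under median-ratio scaling (0.105). Over its settings its adjusted p ranged from 0.0127 to 0.393. The alternative that moved these 4 scores most was the ranking of all genes in the files. With it, the IL-1 list scored 1.42 (fgsea gene-permutation adjusted p = 0.16) in RM-9 tumors at 24 h, in a range of 0.00106 to 0.16. The neutrophil chemotaxis list then scored 1.3 (fgsea gene-permutation adjusted p = 0.139) in MC-38 tumors at 24 h, in a range of 6.02e-05 to 0.139. Its scores at 12 h in both tumor models were also not past the threshold under this ranking.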

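Limma's set tests camera and fry, which permute no genes, were run for the scores at the claimed times. Under camera with a preset correlation of 0.01, the adjusted p was 0.000103 for DNA damage at 3 h in RM-9 tumors, and 0.00788 and 0.00682 at 3 h and 12 h in MC-38 tumors. The value in RM-9 tumors is, like the score, not independent of how that list was made. It was 1.57e-09 and 1.34e-08 for IL-1 at 24 h in RM-9 and MC-38 tumors, and 5.48e-26 for neutrophil chemotaxis at 24 h in RM-9 tumors. The values for IL-1 in MC-38 tumors and for neutrophil chemotaxis may likewise not be independent of how those lists were made. With the correlation estimated from the data, or under fry, the calls for IL-1 and neutrophil chemotaxis in RM-9 and for IL-1 in MC-38 tumors at 24 h held. That for DNA damage in MC-38 tumors at 12 h held under fry only (limma adjusted p = 0.0169), and those for DNA damage at 3 h held under neither. Fry also called neutrophil chemotaxis in MC-38 tumors at 24 h (limma adjusted p = 0.0113), which passed under neither setting of camera. Unlike camera, fry does not compare a list with the other genes, so a shift of all genes counts in its result. In MC-38 tumors, the median log2 fold change over all genes was 0.33 at 12 h and 0.22 at 24 h. IL-1 in MC-38 tumors at 12 h and DNA damage in MC-38 tumors at 24 h passed under none of these tests.
A list of 16 p53 targets, of which 9 are also in the paper's DNA damage list, was higher by 0.70 at 3 h in RM-9 tumors and by 0.54, 0.40 and 0.39 at 3 h, 12 h and 24 h in MC-38 tumors (exact permutation p = 0.0286 for each). At 12 h and 24 h in RM-9 tumors it was higher by 0.14 (exact permutation p = 0.143) and 0.34 (exact permutation p = 0.0571). Under median-ratio scaling, the differences at 3 h, 12 h and 24 h were 0.63, 0.35 and 0.39 in RM-9 tumors (exact permutation p = 0.0286 for each) and 0.33, 0.072 and 0.14 in MC-38 tumors (exact permutation p = 0.0571, 0.429 and 0.171). The 7 targets outside the paper's list were higher by 0.64, 0.10 and 0.37 in RM-9 tumors and by 0.49, 0.31 and 0.33 in MC-38 tumors, where the sign at 12 h flipped to -0.023 under median-ratio scaling. From the 3 lists and the enrichment, the paper concludes that RT had at least 3 early effects on the TME, which it names as induction of DNA damage, amplified IL-1 production or activation, and increased neutrophil infiltration.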

## 4. Discussion

This study investigated the early events and underlying mechanisms of RT-induced innate immune response, inflammation, and immune modulation in the TME. Previously, it has been demonstrated that RT-induced DNA damage is translated into immune-modulatory signal via multiple DNA-sensing pathways [11,12,13,30,31,32,33]. It has also been demonstrated that neutrophilic infiltration into the TME occurs as an early inflammatory response within 24 h post-RT [7]. However, the cascade of events that is responsible for the neutrophilic infiltration from the DNA-sensing pathway activation has largely been unknown. Here, using two different syngeneic murine tumor models, we demonstrated that pharmacological blockade of CXCR2 significantly reduced RT-induced neutrophilic infiltration, indicating the critical role of CXCR2 in these processes. We also demonstrated that neutrophils highly and preferentially express CXCR2 compared to other immune cells, which provided a mechanistic explanation for why CXCR2 blockade did not affect the numbers of other myeloid cells in the TME upon radiation. Furthermore, we examined the expression of CXCLs in the TME at different time points within 24 h post-RT. The finding of increased levels of CXCLs supports our hypothesis that CXCLs/CXCR2 mediate RT-induced neutrophilic infiltration. To explore upstream mechanisms underlying the increased CXCLs, we found that radiation upregulates gene expression of both the cGAS and AIM2 DNA-sensing pathways in the MC-38 model but not in the RM-9 model, suggesting that multiple and different upstream mechanisms might be involved in the upregulation of CXCLs in different tumor models. The elevated level of IL-1β in the TME within 3 h post-RT suggests the possibility that IL-1β is an upstream signaling molecule for the upregulation of CXCLs. Gene ontology analysis of mRNA-Seq data shows an enrichment in the genes of related biological processes and supports our hypothesis. The cascade of events starting from RT that leads to neutrophilic infiltration is illustrated in Figure 7.

The current study was focused on the mechanism underlying a single high dose (15 Gy) of RT, which induced an acute and transient neutrophilic infiltration to the tumor at 24 h post-RT. Fractioned RT and the delayed effects of RT were not investigated in this study. Our previous study showed that neutrophil numbers returned to baseline levels at 4 days post-RT in the current experimental settings for the RM-9 tumor model [7]. It was reported that RT induced neutrophils at Day 7 after the initiation of fractionated RT with a total of 15 Gy over 14 days [34], and another study showed that neutrophils increased in the tumor at 10 days after the initiation of a daily dose of 3 Gy for 5 days [35]. However, with a single ablative dose of 30 Gy, RT reduced CD11b^+^Gr-1^+^ cells (mostly neutrophils) at day 14 after the treatment [36]. Therefore, RT dosing regimen and sample collection time points could significantly affect the results from neutrophil analysis in the tumor, and these factors should be taken into consideration when interpreting and comparing the data from different studies.

Both gene and protein expression data of the current study showed that radiation increased CXCR2 ligands (CXCLs) in the TME at 24 h and 48 h post-radiation, indicating that these CXCLs participate in RT-induced neutrophilic infiltration. However, there were some differences on the induction patterns of CXCLs between the two tumor models. RT induced gene and protein expression of CXCL5 in the MC-38 model but not in the RM-9 model, whereas RT induced gene expression of CXCL7 in the RM-9 model but not in the MC-38 model. This discrepancy is likely caused by different upstream signaling molecules in these two tumor models and warrants further investigation. Additionally, this specific increase of CXCL5 in the MC-38 model may explain why RT still increased neutrophils, albeit at a lower level when CXCR2 was blocked in this model, whereas RT-induced neutrophilic infiltration was abolished in the RM-9 model. In mice, among the ligands of CXCR2, CXCL5 is the only chemokine that can also bind to CXCR1 expressed on neutrophils [37]. It is therefore possible that the remaining effect of RT on inducing neutrophils in the MC-38 model was mediated by the interaction of CXCL5 and CXCR1.

In the current study, we showed that CXCR2 blockade not only reduced RT-induced neutrophilic infiltration but also reduced RT-induced effects on tumor growth and survival of tumor-bearing mice in the RM-9 model. These results confirm the anti-tumor role of these RT-induced neutrophils in this tumor model, as previously reported [7]. Here, it might be seemingly contradictory to the clinical observations that RT could increase absolute neutrophil count (ANC) [8] and the neutrophil-to-lymphocyte ratio (NLR) [38,39], and these elevated ANC and NLR have a negative impact on survival in patients with cancer. However, these clinical studies were based on the results from fractionated RT with a dosing period of four to nine weeks, which reflected a long-term and often systemic effect of RT on neutrophils. It is unknown if RT can induce neutrophils in the TME or peripheral blood of patients with cancer at 24 h after a single high dose of RT as done with stereotactic radiation.

Our finding that neutrophils highly and preferentially express CXCR2 in both periphery and TME in tumor-bearing mice provides a mechanistic insight on the exclusive blocking effect of the CXCR2 antagonist on neutrophils. This result is in accordance with the previous reports showing higher CXCR2 expression in tumor-infiltrating neutrophils [40] and in the peripheral neutrophils of tumor-bearing mice [41] when compared with other immune cell populations. We showed that tumor-infiltrating neutrophils express a lower level of CXCR2 than peripheral neutrophils, which could be a result of partial CXCR2 internalization after CXCLs/CXCR2 binding [42]. Interestingly, we found that CXCR2 expression levels were higher on myeloid cells compared to lymphoid cells, and some of these myeloid cells are perhaps myeloid-derived suppressor cells (MDSCs). Furthermore, both myeloid cells and their CXCR2 expression increased in the periphery of tumor-bearing mice compared with the control mice. This result suggests that tumor growth, MDSCs increase, and increase in CXCR2 expression could be related and part of the tumor’s immune evasion and suppression strategies, which might be a result of tumor-induced systemic change on cytokine levels that warrant further study.

Radiation has been shown to induce CXCLs in human fibroblasts [43] and cancer cell lines [44,45]. Additionally, RT was reported to induce CXCLs and neutrophil infiltration in the rat liver [46] and mouse intestine [47], and these tissue-infiltrating neutrophils were responsible for RT-induced tissue damage [47]. However, whether irradiation induces CXCLs in the TME has not yet been demonstrated. In the current study, we showed that RT increased CXCLs in the TME at 24 h post-treatment, which provides not only a mechanistic explanation for RT-induced neutrophils but also important insight on how RT modulates the TME by inducing the chemokines.

In this study, we found RT increased IL-1β protein expression at 3 h and 24 h post-RT in both tumor models. Gene ontology analysis showed that RT activated the biological process of the Cellular Response to IL-1. These results suggest that the early upregulation of IL-1β could be an upstream signal leading to increased CXCLs at the later time point of 24 h post-RT. Therefore, IL-1β could be a potential target to modulate neutrophilic infiltration into the tumor upon radiation. Since activation of nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB) can induce IL-1β gene expression [48] and RT can induce NF-κB activation [49], it is likely that RT-induced upregulation of IL-1β is mediated through NF-κB signaling, warranting further investigation.

Activation of the cGAS DNA-sensing pathway has been demonstrated to increase the production of IL-1β [50]. In addition, activation of the AIM2 DNA-sensing pathway converts pro-IL-1β into the biologically active form of IL-1β and promotes IL-1β secretion. In the current study, we showed RT increased gene expression of both cGAS and AIM2 DNA-sensing pathways in MC-38 tumors. Therefore, the increased level of active IL-1β could be a result of simultaneous activation of the cGAS DNA-sensing pathway, leading to higher gene expression and therefore protein levels of pro-IL-1β, eventually leading to higher levels of active IL-1β by the genes induced by the activation of the AIM2 DNA-sensing pathway (Figure 7B). However, the upstream signaling of RT-induced upregulation of IL-1β in RM-9 tumors has not been identified.

A limitation of the current study is the use of heterotopic subcutaneously transplanted tumor models. In these models, prostate and colon cancer cells were subcutaneously implanted on the legs of mice. Therefore, these non-orthotopic and transplanted models only partially recapitulate the TME in human cancers. The tumor and vasculature growth rates are usually higher in heterotopic transplanted tumor models, whereas spontaneous or orthotopic tumor models have higher MDSC and TGF-β abundance [51]. As a result, as an important player shaping TME, extracellular matrix proteins from cancer-associated fibroblasts [52] might also be significantly different among these tumor models. Therefore, verification of the findings from the current study in spontaneous and orthotopic tumor models is warranted.

## 5. Conclusions

We demonstrated that the CXCLs/CXCR2 axis likely translates the RT-induced DNA-sensing pathway signals leading to the observed RT-induced neutrophilic infiltration into the tumor, which is an early innate inflammatory immune response of RT that leads to further downstream immune-modulatory effects. Mechanistically, RT increases the expression of CXCLs in the TME at 24 h post-RT, and these CXCLs attract neutrophils into the tumor. Compared to other immune cells, neutrophils highly and preferentially express CXCR2, which explains the exclusive blocking effects of the CXCR2 antagonist on neutrophil recruitment into the tumor. RT induced IL-1β protein expression in the TME and increased cellular response to IL-1 at 3 h and 24 h post-RT, respectively, suggesting that IL-1β could be an upstream signal inducing CXCLs. The finding that RT activates both the cGAS and AIM2 DNA-sensing pathways in the MC-38 model but not in the RM-9 model suggests multiple and different upstream signaling pathways are involved in RT-induced upregulation of IL-1β. Therefore, therapies targeting the CXCLs/CXCR2 axis and/or IL-1β signaling may increase the RT-mediated innate response and immune-modulation through shaping tumor-infiltrating neutrophil activity in the TME.

## Figures and Tables

**Figure 1:**
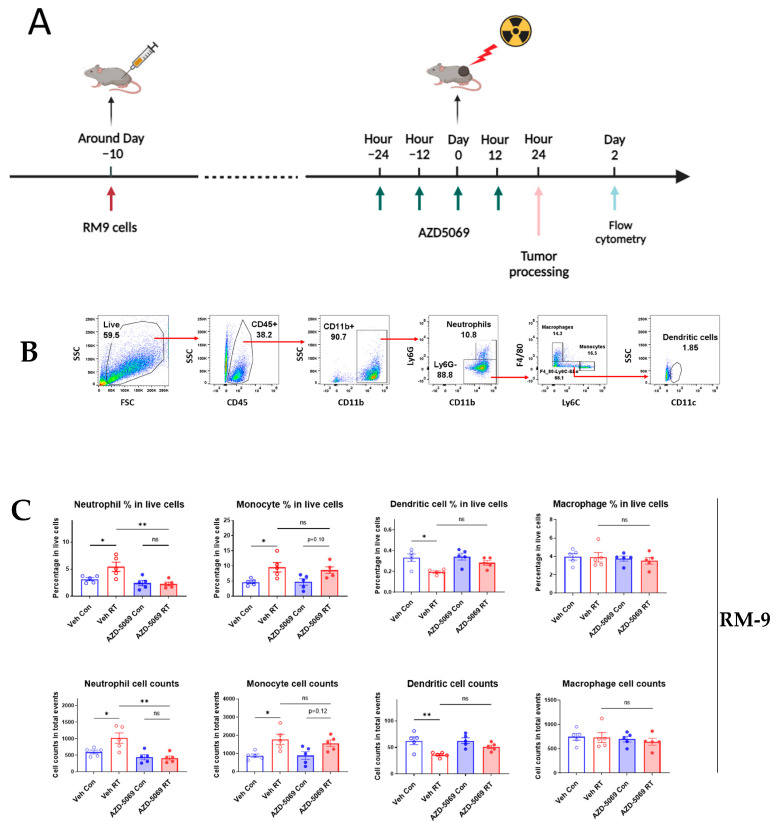

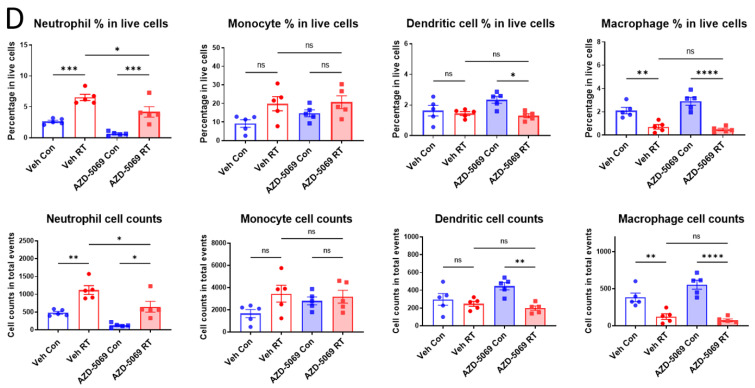
CXCR2 blockade impedes RT-induced neutrophilic infiltration into the RM-9 and MC-38 tumors. (**A**) A schematic illustration of the experimental design. C57BL/6J mice were injected subcutaneously (s.c.) with RM9 tumor cells in the right hind leg. When tumors reached about 7 mm in diameter, mice were randomly assigned to one of four treatment groups and administered AZD-5069 by oral gavage twice per day for two days. One day after AZD-5069 treatment initiation, tumors were irradiated with a single dose of 15 Gy. Mice were euthanized at 24 h after irradiation, and tumors were collected for flow cytometry analysis. (**B**) Gating strategy for tumor-infiltrating myeloid cell populations in the RM-9 tumor model for flow cytometry analysis. Percentages and cell numbers of tumor-infiltrating neutrophils and other myeloid cells in RM-9 tumors (**C**) and MC-38 tumors (**D**). Veh: drug vehicle; Con: sham-treated with RT. Bar graphs showing RT-induced changes on percentages and cell counts of tumor-infiltrating myeloid populations with or without AZD-5069 treatment. n = 5 per group, values = mean ± SEM, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001; ns = nonsignificant; one-way ANOVA and Bonferroni’s test were used for statistical analysis.

**Figure 2:**
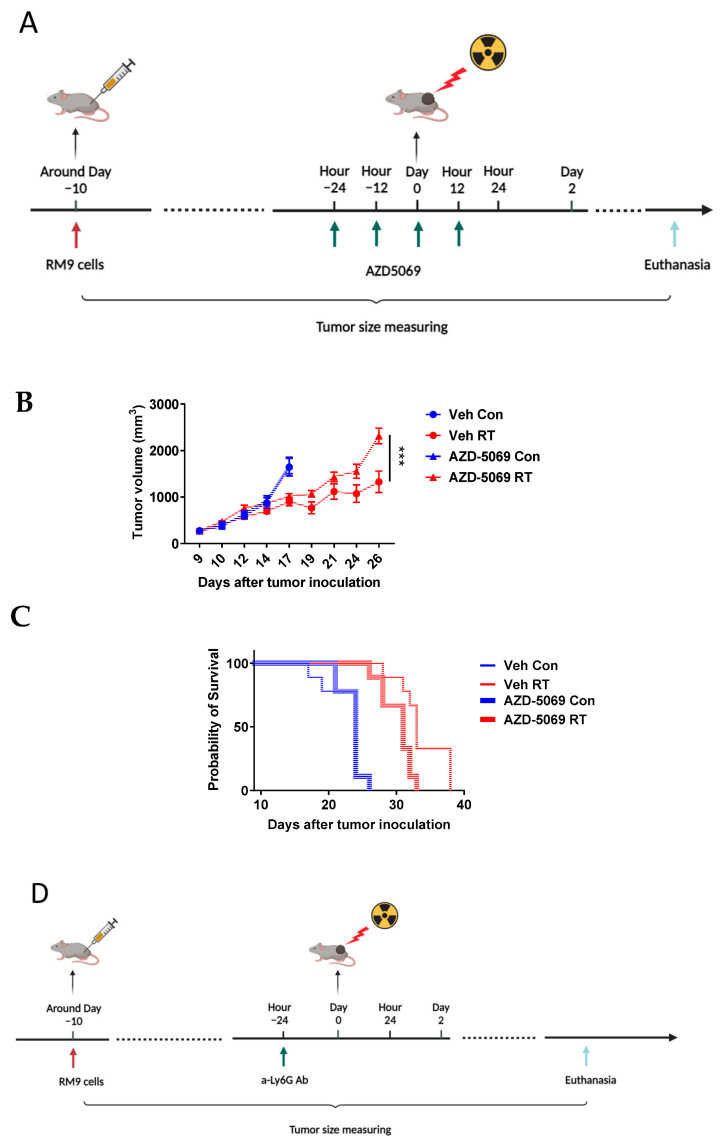

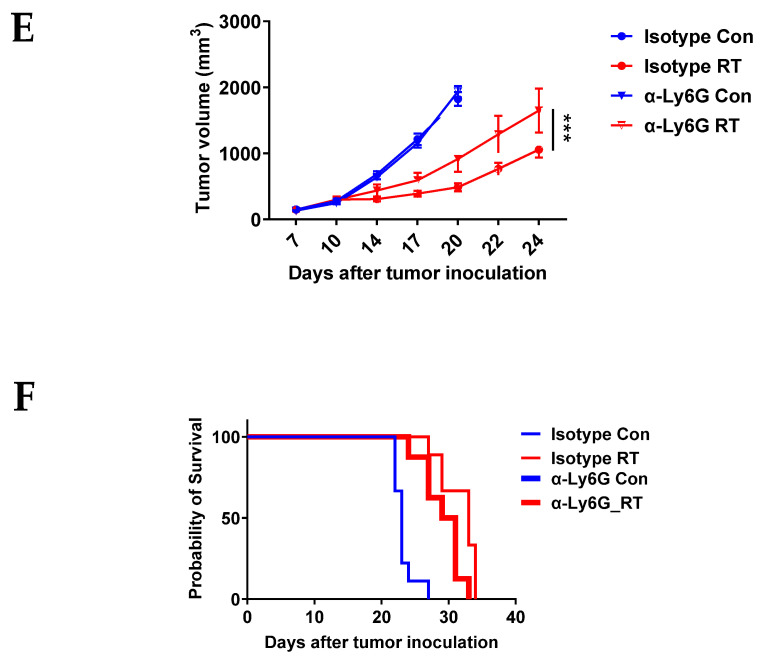
Similar to neutrophil depletion, CXCR2 blockade reduces RT-induced tumor inhibition and decreases survival in the RM-9 model. (**A**) A schematic illustration of the experimental design for the CXCR2 blockade experiment. (**B**) Tumor growth curves with or without CXCR2 blockade. n = 9–10 per group, values = mean ± SEM, *** *p* < 0.001. (**C**) Mouse survival curves with or without CXCR2 blockade. CXCR2 blockade significantly (*p* < 0.05) reduced the survival of mice with irradiated tumors. n = 9 per group. (**D**) A schematic illustration of the experimental design for the neutrophil depletion experiment. (**E**) Tumor growth curves with or without neutrophil depletion. n = 9–10 per group, values = mean ± SEM, *** *p* < 0.001. (**F**) Mouse survival curves with or without neutrophil depletion. Neutrophil depletion significantly (*p* < 0.05) reduced the survival of mice with irradiated tumors. n = 8–9 per group. For tumor growth curves comparison, a generalized estimating equation (GEE) was used for statistical analysis. For survival curves comparison (**C**,**F**), Log-rank (Mantel–Cox) test was used for statistical analysis. Veh: drug vehicle; Con: sham-treated with RT.

**Figure 3:**
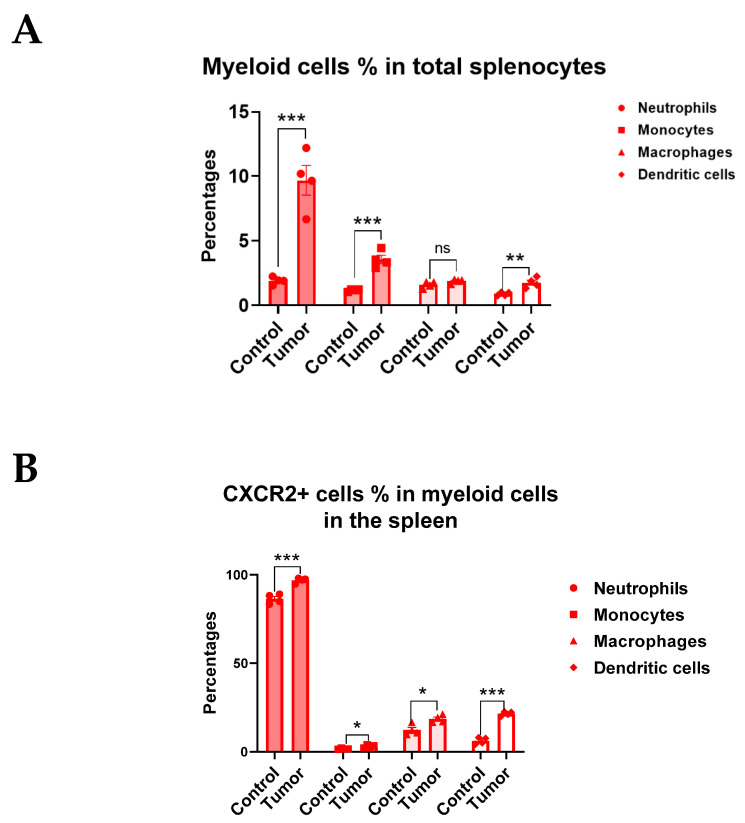

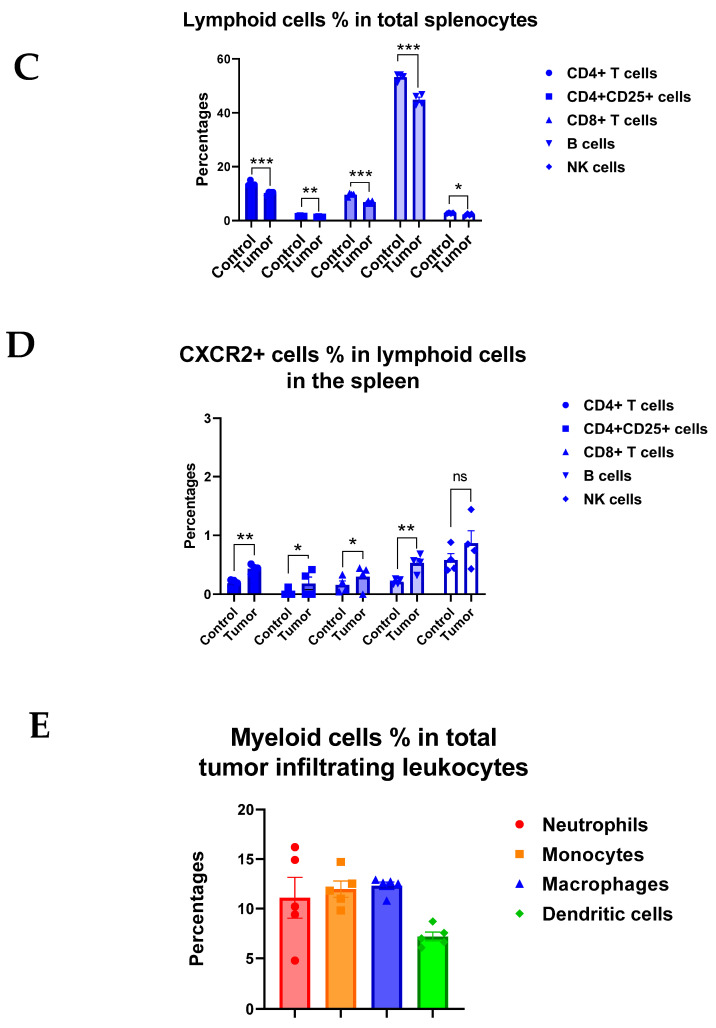

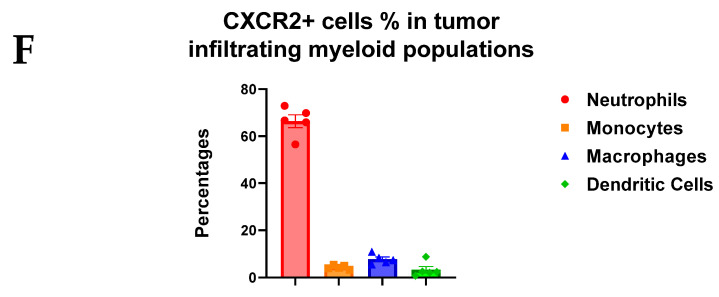
CXCR2 is highly and preferentially expressed on neutrophils. For graphs (**A**–**D**), spleens from C57BL/6J control and RM-9 tumor-bearing mice were collected and processed for flow cytometry analysis. Gating strategies for flow cytometry analysis are shown in Supplementary Figure S3. n = 4 for both C57BL/6J control and RM-9 tumor-bearing groups, values = mean ± SEM. Student’s *t*-test was used for comparing the data from control mice with those from tumor-bearing mice. ns = nonsignificant, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. (**A**) Bar graphs showing percentages of different myeloid populations accounting for total leukocytes in the spleen. (**B**) Bar graphs showing percentages of CXCR2^+^ cells in different myeloid populations. (**C**) Bar graphs showing percentages of different lymphoid populations accounting for total splenocytes in the spleen. (**D**) Bar graphs showing percentages of CXCR2^+^ cells in different lymphoid populations. For graphs (**E**,**F**), RM-9 tumor tissue was collected and processed for flow cytometry analysis, with gating strategies shown in Supplementary Figure S4. n = 5, values = mean ± SEM. (**E**) Bar graphs showing percentages of different myeloid populations accounting for total tumor-infiltrating leukocytes. (**F**) Bar graphs showing percentages of CXCR2^+^ cells in different tumor-infiltrating myeloid populations.

**Figure 4:**
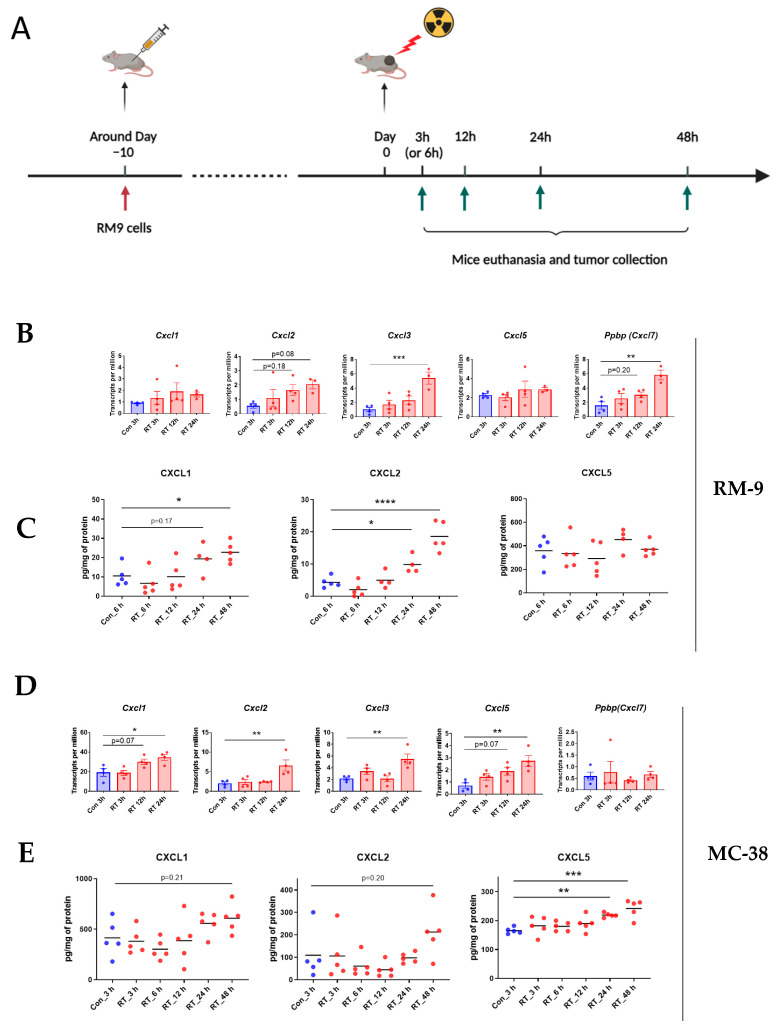
Radiation increases the expression of CXCR2 ligands within 24 h. (**A**) A schematic illustration of the experimental design. Five groups of mice were injected s.c. with RM9 tumor cells on the right hind leg. When tumor sizes reached about 8 mm in diameter, tumors were irradiated with a single dose of 15 Gy. At 3 h (or 6 h), 12 h, 24 h, and 48 h post-RT, different groups of mice were euthanized, and tumors were collected and stored at −80 °C for mRNA sequencing and chemokine multiplex assay. (**B**) In the RM-9 model, mRNA expression of CXCL1, CXCL2, CXCL3, CXCL5, and PPBP (CXCL7) determined by TPM values from mRNA-Seq analysis of the tumor tissue at 3 h, 12 h, 24 h post-RT. n = 3–4 per group, values = mean ± SEM. (**C**) In the RM-9 model, protein expression of CXCL1, CXCL2, and CXCL5 determined by chemokine multiplex assay of the tumor tissue at 6 h, 12 h, 24 h, 48 h post-RT. n = 4–5 per group, values = mean. (**D**) In the MC-38 model, mRNA expression of chemokines CXCL1, CXCL2, CXCL3, CXCL5, and PPBP (CXCL7) in the tumor tissue at 3h, 12h, 24h post-RT. n = 4 per group, values = mean ± SEM. (**E**) In the MC-38 model, protein expression of CXCL1, CXCL2, and CXCL5 in the tumor tissue at 3 h, 6 h, 12 h, 24 h, 48 h post-RT. n = 5 per group, values = mean. (**B**–**E**) * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001; one-way ANOVA and Dunnett’s multiple comparisons test were used for statistical analyses.

**Figure 5:**
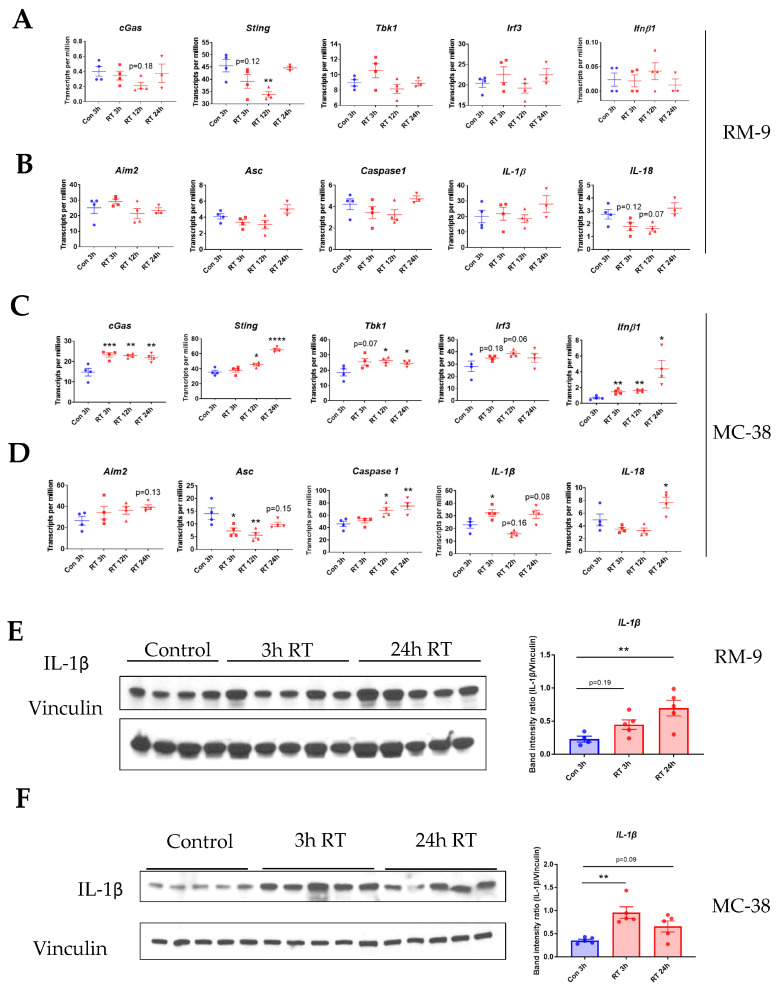
Radiation increases the gene expression of DNA-sensing pathways in the tumor microenvironment within 24 h in the MC-38 model but not in the RM-9 model. The experiment design was the same as described in Figure 4A. In brief, four groups of mice were injected s.c. with RM-9 (or MC-38) tumor cells on the right hind leg. When tumor sizes reached about 8 mm in diameter, tumors were irradiated with a single dose of 15 Gy. At 3 h, 12 h, and 24 h post-RT, different groups of mice were euthanized, and tumor tissues were collected and stored at −80 °C for mRNA-Seq and western blot analysis. (**A**,**B**) In the RM-9 model, mRNA expression of cGAS and AIM2 DNA-sensing pathways, respectively, determined by TPM values from mRNA-Seq analysis of the tumor tissue at 3 h, 12 h, and 24 h post-RT. (**C**,**D**) In the MC-38 model, mRNA expression of cGAS and AIM2 DNA-sensing pathways, respectively, determined by TPM values from mRNA-Seq analysis of tumor tissue at 3 h, 12 h, and 24 h post-RT. (**E**,**F**) In the RM-9 and MC-38 models, respectively, western blot band pictures and intensity analysis of IL-1β and vinculin from tumor tissue samples of control, 3 h, and 24 h post-RT groups. Vinculin was used as the loading control. (**A**–**F**) n = 3–5 per group, value = mean ± SEM, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001; one-way ANOVA and Dunnett’s multiple comparisons test were used for statistical analyses.

**Figure 6:**
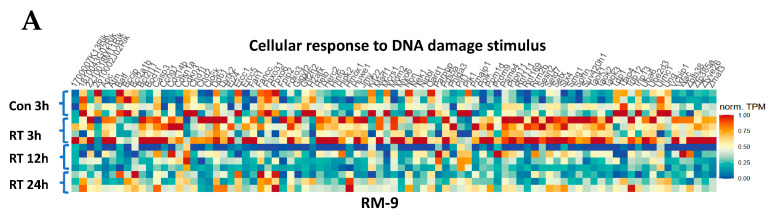

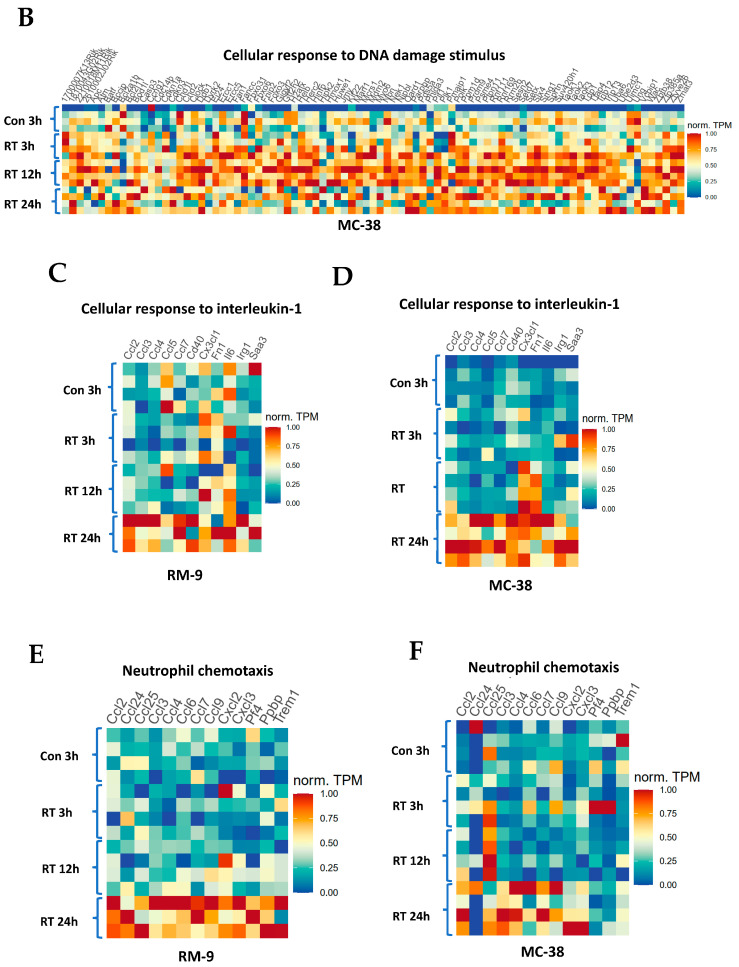
Gene expression heatmaps of activated biological processes from gene ontology analysis. The experiment design was the same as described in Figure 4A. In brief, four groups of mice were injected s.c. with RM-9 (or MC-38) tumor cells on the right hind leg. When tumor sizes reached about 8 mm in diameter, tumors were irradiated with a single dose of 15 Gy. At 3 h, 12 h, and 24 h post-RT, different groups of mice were euthanized, and tumor tissues were collected for RNA extraction and mRNA-Seq analysis. TPM values were used for gene ontology analysis. (**A**,**B**) Heatmaps of normalized individual gene expression involved in Cellular Response to DNA Damage Stimulus (GO: 0006974). (**C**,**D**) Heatmaps of normalized gene expression involved in Cellular Response to Interleukin-1 (GO: 0071347). (**E**,**F**) Heatmaps of normalized gene expression involved in Neutrophil Chemotaxis (GO: 0030593). (**A**,**C**,**E**) are results from the RM-9 model, and (**B**,**D**,**F**) are results from the MC-38 model.

**Figure 7:**
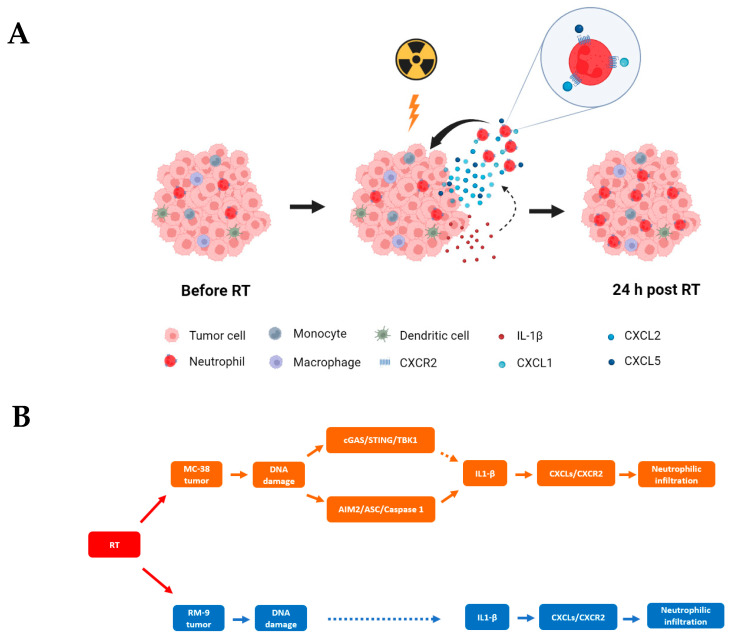
(**A**) A schematic illustration of CXCLs/CXCR2 axis-mediated neutrophilic infiltration into the tumor within 24 h post-RT. RT induces IL-1β in the tumor microenvironment, which can further increase the levels of chemokines CXCL1, CXCL2, and CXCL5. These elevated levels of chemokines can be sequestered by endothelial cells of the blood vessel and form a chemoattractant gradient for neutrophils. The interaction between these chemokines and CXCR2 expressed on neutrophils can promote chemotaxis of neutrophils into the tumor tissue and facilitates the extravasation of neutrophils, which can eventually lead to the increased number of neutrophils in the tumor. (**B**) The hypothetical upstream mechanism underlying the activation of CXCLs/CXCR2 axis upon RT. In MC-38 tumors, the DNA damage induced by RT likely activates (1) the cGAS/STING DNA-sensing pathway which can lead to the upregulation of pro-IL-1β, and (2) the AIM2 DNA-sensing pathway, which can activate IL-1β. In RM-9 tumors, RT induces DNA damage, which likely leads to the increased expression of IL-1β by an as-yet unidentified mechanism. Increased expression and/or activation of IL-1β can upregulate the production of CXCLs, which attract neutrophils into the tumor.

## Data Availability

Data generated in this study are available within the article and its Supplementary Data or from the corresponding author upon reasonable request. The mRNA-Seq data are publicly available at Gene Expression Omnibus, and the accession number is GSE242237.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers15235686/s1, Supplementary Materials S1: Figure S1: CXCR2 blockade experimental design and flow cytometry gating strategy for the MC-38 tumor model; Figure S2: Neutrophil percentages in blood leukocytes at different days after α-Ly6G antibody injection; Figure S3: Flow cytometry gating strategies for CXCR2 expression on myeloid and lymphoid populations in the spleen; Figure S4: Flow cytometry gating strategies for CXCR2 expression on tumor-infiltrating myeloid populations; Figure S5: CXCR2 is highly and preferentially expressed on neutrophils; Figure S6: A schematic illustration of the experimental design for the MC-38 tumor model; Figure S7: The MC-38 tumor cell line expresses cGAS, whereas the RM-9 tumor cell line does not express it; Figure S8: Plots from gene set enrichment analysis. Supplementary Materials S2: Original western blots. Supplementary Materials S3: Densitometry readings and ratios of western blot bands. Supplementary Materials S4: TPM values of the related biological processes.

# Supplementary material for: Radiation-Induced Innate Neutrophil Response in Tumor Is Mediated by the CXCLs/CXCR2 Axis
**Source:** Cancers (Basel). 2023 Dec 1;15(23):5686. doi: 10.3390/cancers15235686
**Supplement:** Supplementary file 1

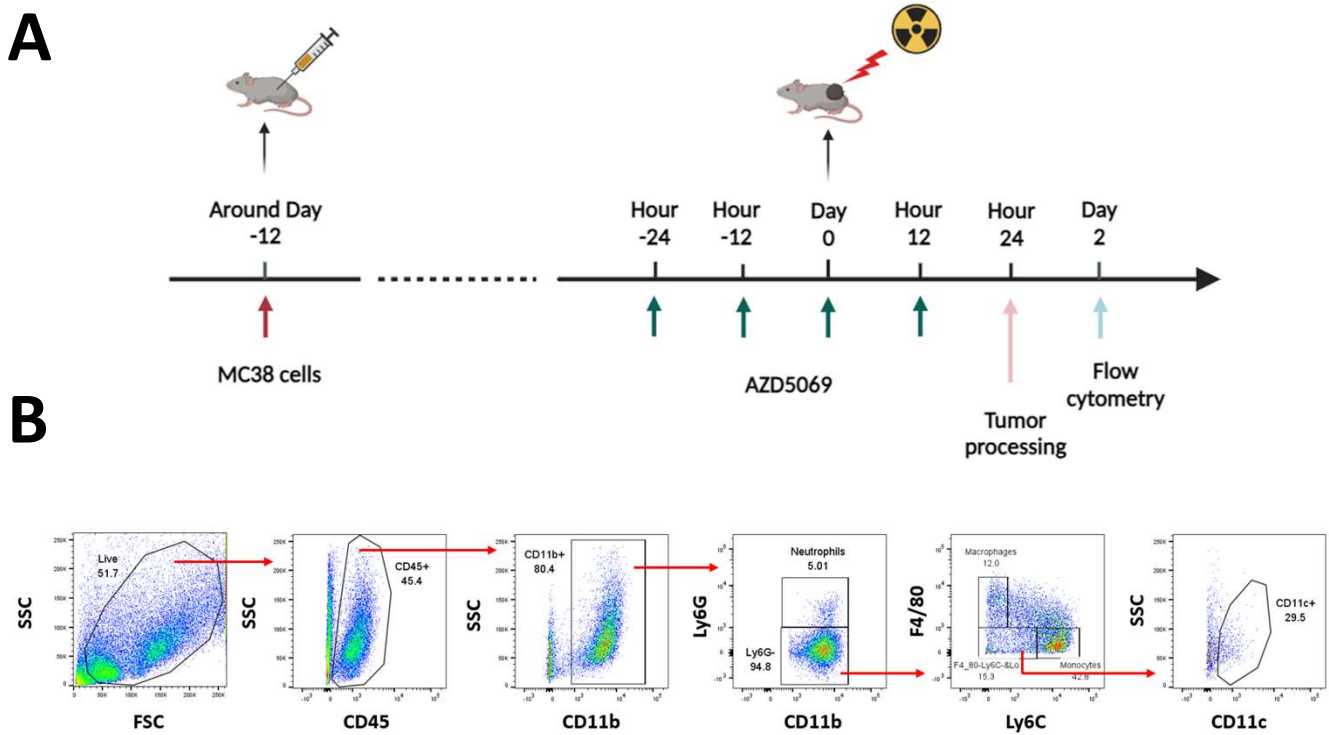

**Figure S1. CXCR2 blockade experimental design and flow cytometry gating strategy for the MC-38 tumor model.** (A) C57BL/6J mice were injected s.c. with MC-38 tumor cells in the right hind leg. When tumors reached about 7 mm in diameter, mice were randomly assigned to one of four treatment groups and administered with AZD-5069 by oral gavage twice per day for two days. One day after AZD-5069 treatment initiation, tumors were irradiated with a single dose of 15 Gy. Mice were euthanized at 24 hr after irradiation and tumors were collected for flow cytometry analysis. (B) Gating strategy for tumor-infiltrating myeloid cell populations in flow cytometry analysis.

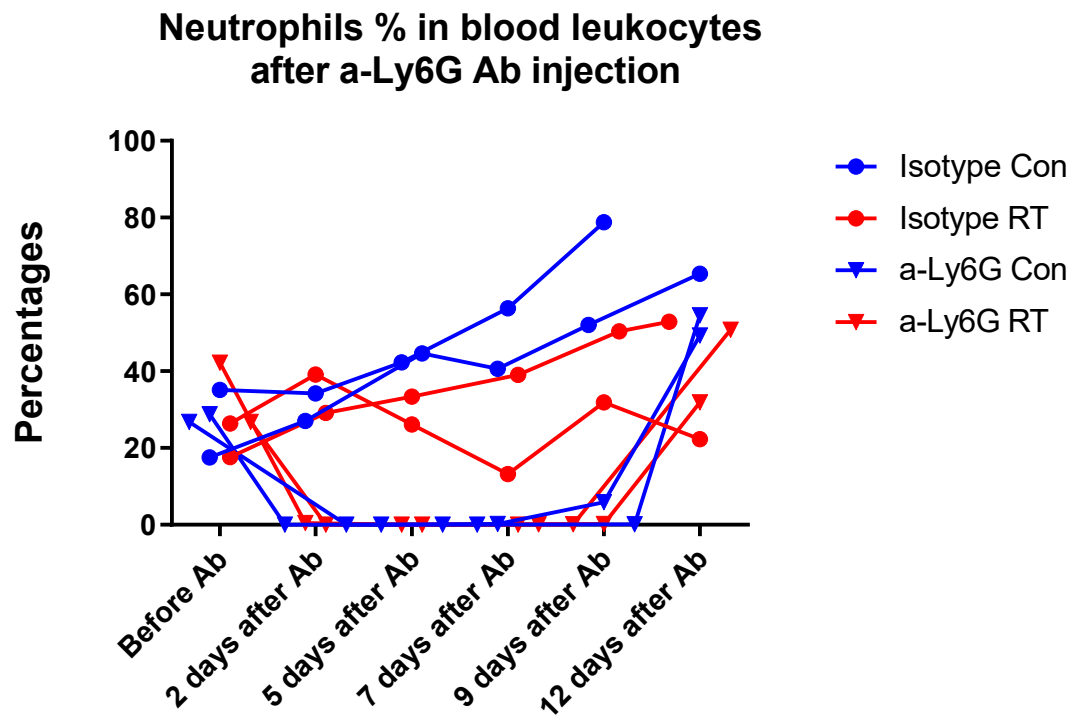

**Figure S2. Neutrophil percentages in blood leukocytes at different days after  $\alpha$ -Ly6G antibody injection** (A) C57BL/6J mice were injected s.c. with RM-9 tumor cells in the right hind leg. When tumors reached about 7 mm in diameter, mice were randomly assigned to four groups and injected intraperitoneally with either  $\alpha$ -Ly6G antibody or isotype antibody. Blood samples were collected from tail veins from 2 mice of each group (n=9 or 10) every 2 to 3 days, and flow cytometry was used to analyze the neutrophil levels in the samples.

**A**

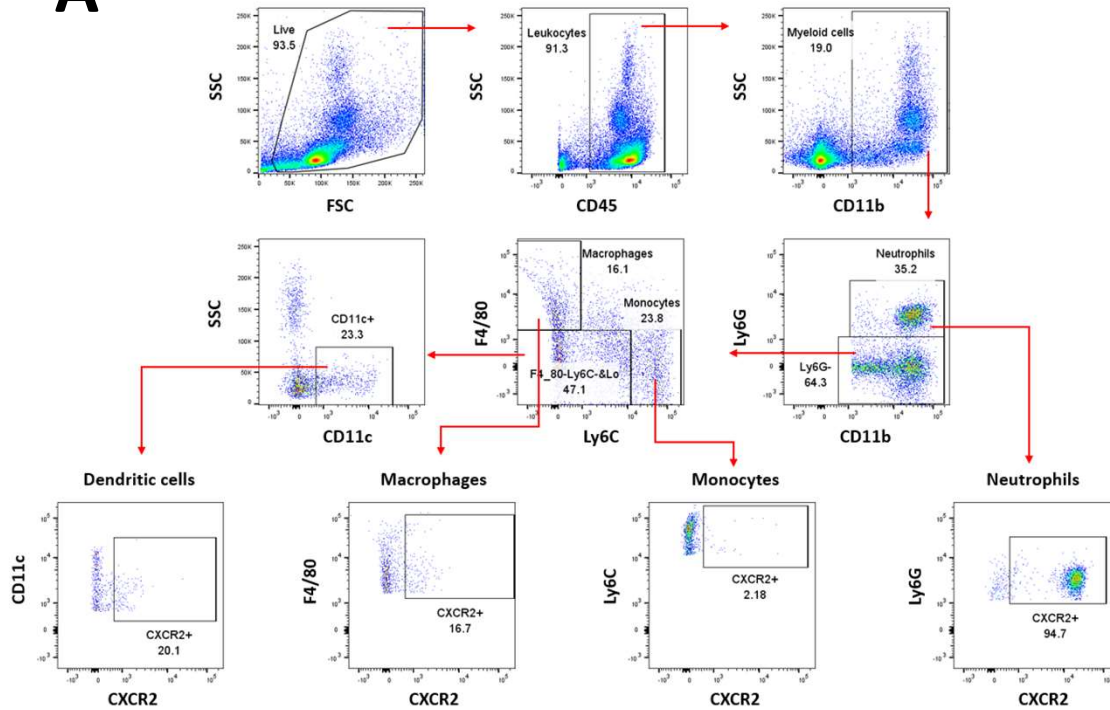

**B**

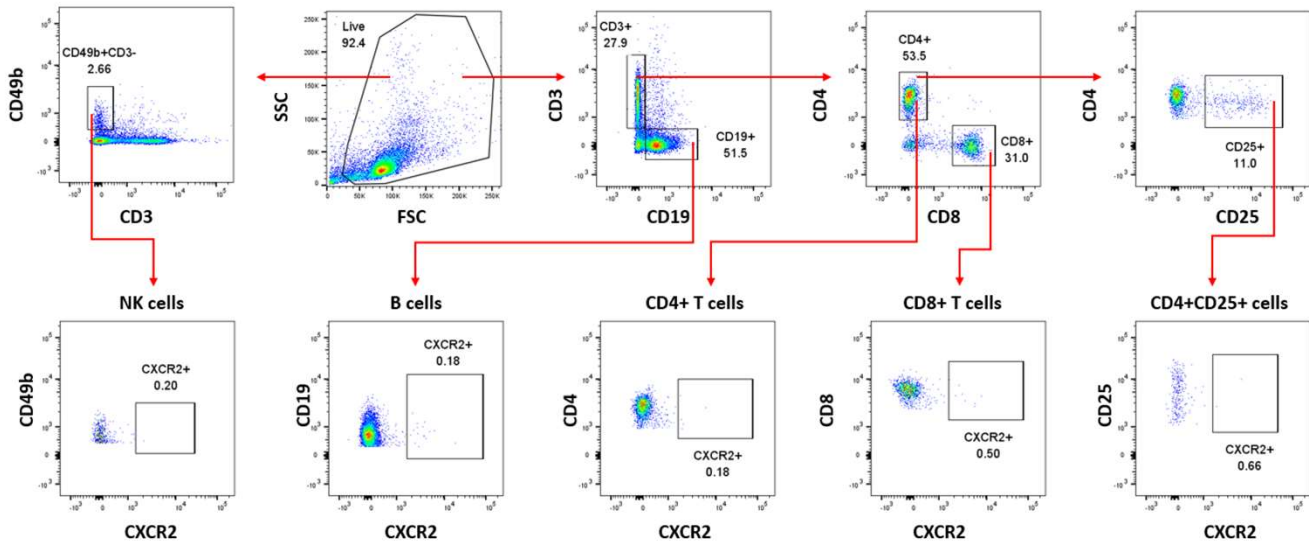

**Figure S3. Flow cytometry gating strategies for CXCR2 expression on myeloid and lymphoid populations in the spleen.** Spleens from C57BL/6J control and RM-9 tumor-bearing (tumor diameter is about 10 mm) mice were collected and processed for flow cytometry analysis. (A) The gating strategy for myeloid populations. (B) The gating strategy for lymphoid populations. The results for CXCR2 expression are shown in **Figure 3 A-D**.

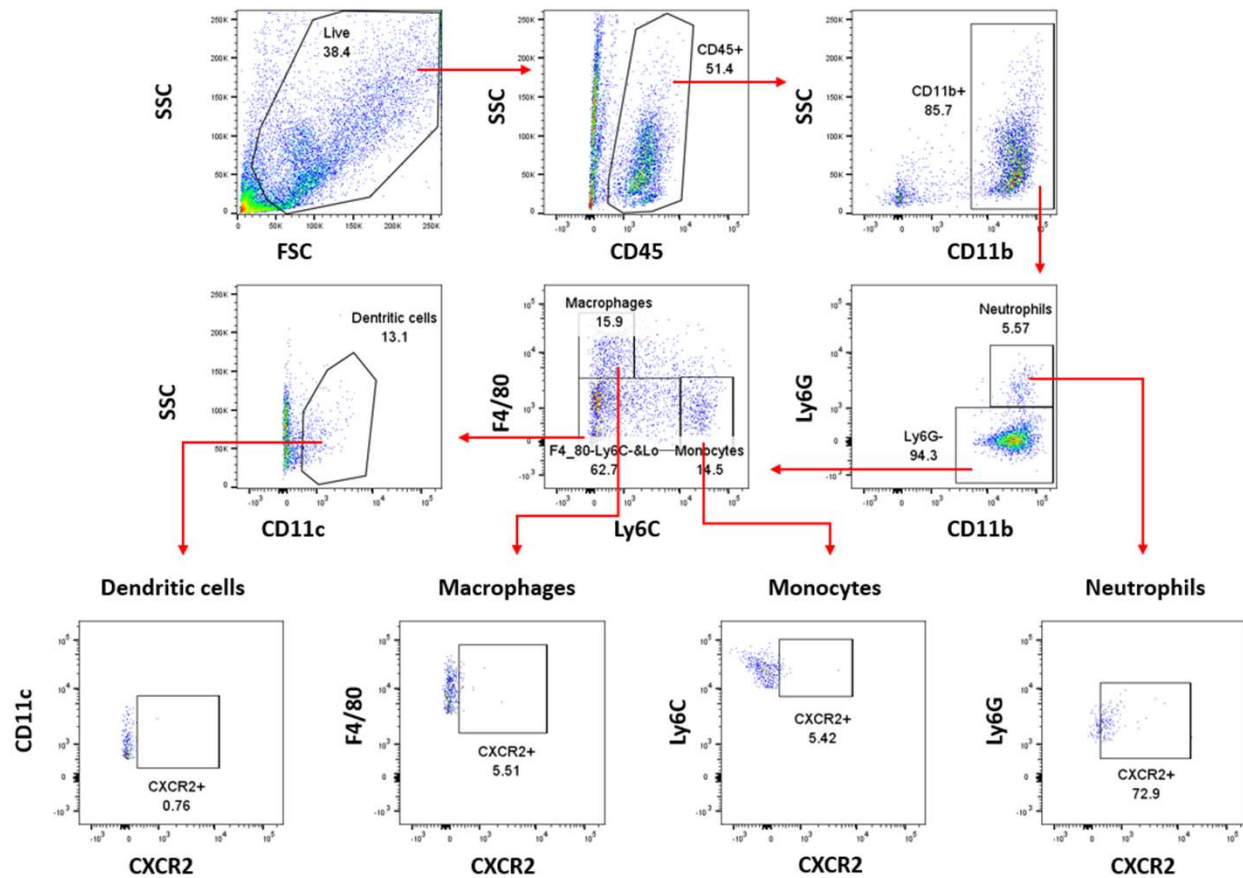

**Figure S4. Flow cytometry gating strategies for CXCR2 expression on tumor-infiltrating myeloid populations.** Tumors from C57BL/6J control and RM-9 tumor-bearing (tumor diameter is about 10 mm) mice were collected and processed for flow cytometry analysis. The results for CXCR2 expression are shown in **Figure 3 E-F**.

**A****Myeloid cells % in total leukocytes**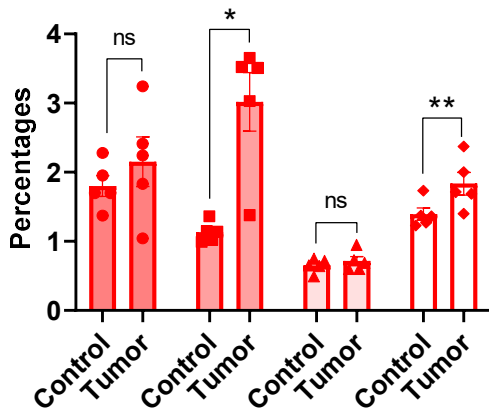**B****CXCR2+ cells % in myeloid cells in the spleen**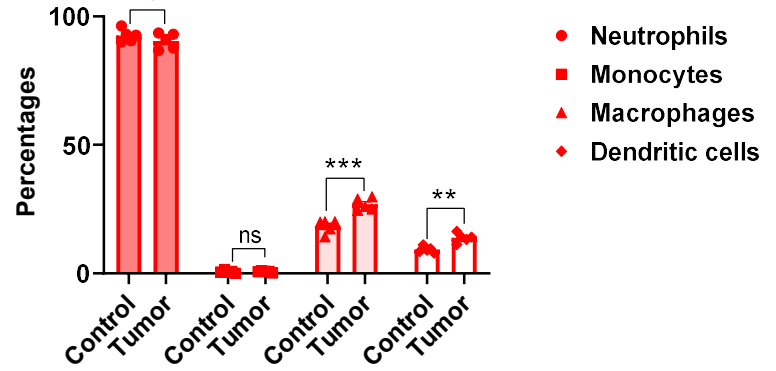**C****Lymphoid cells % in total splenocytes**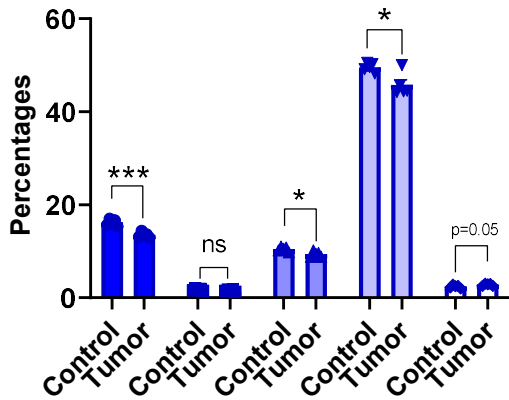**D****CXCR2+ cells % in lymphoid cells in the spleen**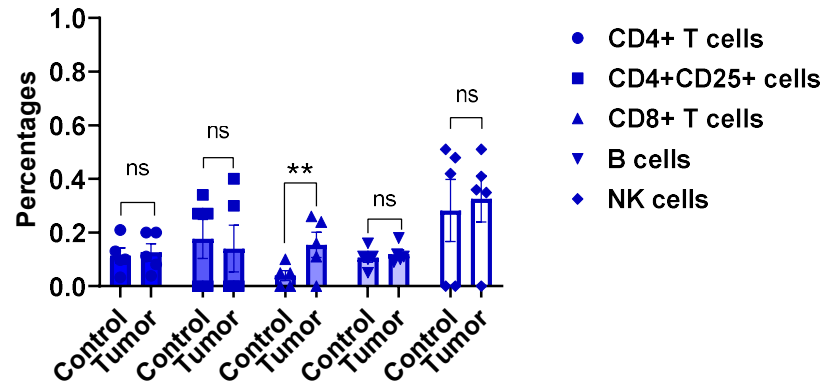**E****Myeloid cells % in total tumor infiltrating leukocytes**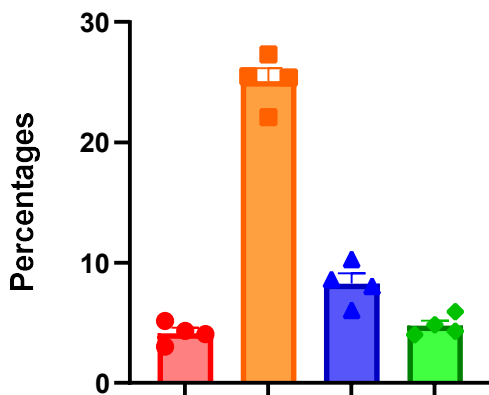**F****CXCR2+ cells % in tumor infiltrating myeloid populations**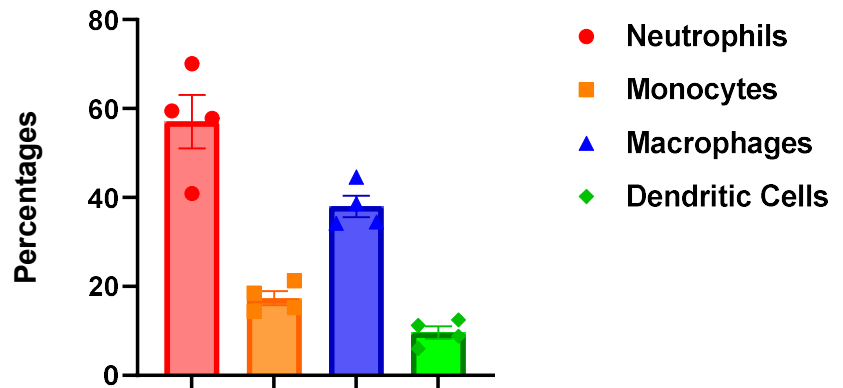

**Figure S5. CXCR2 is highly and preferentially expressed on neutrophils.** For graphs (A) to (D), spleens from C57BL/6J control and MC-38 tumor-bearing (tumor diameter is about 7 mm) mice were collected and processed for flow cytometry analysis. Gating strategies for flow cytometry analysis are the same as RM-9 tumor-bearing mice as shown in **Supplementary Figures 3**. n=5 for both C57BL/6J control and n=4 for MC-38 tumor-bearing groups, values = mean  $\pm$  SEM. Student's *t*-test was used for comparing the data from control mice with those from tumor-bearing mice. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ . (A) Bar graphs showing percentages of different myeloid populations accounting for total splenocytes. (B) Bar graphs showing percentages of CXCR2<sup>+</sup> cells in different myeloid populations. (C) Bar graphs showing percentages of different lymphoid populations accounting for total splenocytes. (D) Bar graphs showing percentages of CXCR2<sup>+</sup> cells in different lymphoid populations. For graphs (E) and (F), MC-38 tumor tissue (diameter is about 7 mm) were collected and processed for flow cytometry analysis, and gating strategies were the same as RM-9 tumor-bearing mice as shown in **Supplementary Figure 4**. n=5, values = mean  $\pm$  SEM. (E) Bar graphs showing percentages of different myeloid populations accounting for total tumor-infiltrating leukocytes. (F) Bar graphs showing percentages of CXCR2<sup>+</sup> cells in different tumor-infiltrating myeloid populations

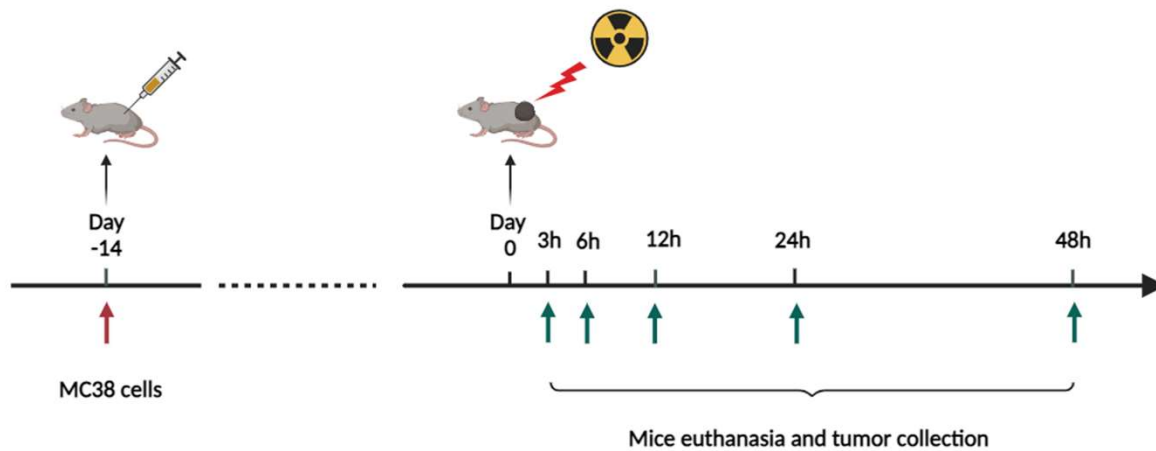

**Figure S6. A schematic illustration of the experimental design for MC-38 tumor model.** Six groups of mice were injected s.c. with MC38 tumor cells on the right hind leg. When tumor sizes reached about 8 mm in diameter, tumors were irradiated with a single dose of 15 Gy. At 3 h, 6 h, 12 h, 24 h, 48 h post RT, different groups of mice were euthanized, and tumors were collected and stored at -80°C for mRNA sequencing and chemokine multiplex assay.

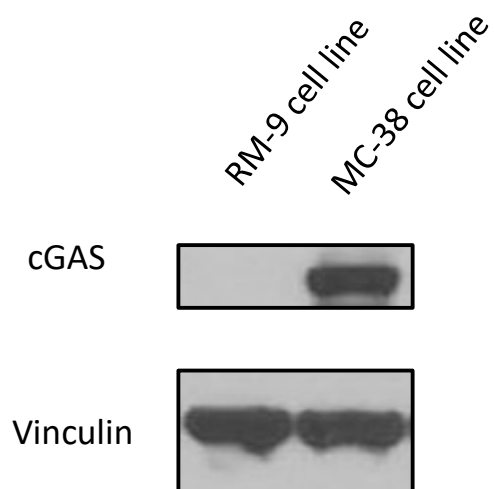

**Figure S7. MC-38 tumor cell line expresses cGAS, whereas RM-9 tumor cell line does not express it.** RM-9 and MC-38 were cultured in the flasks until reaching 80% confluency. Cells were then harvested for protein extraction and western blot analysis. cGAS expression was examined and vinculin was used as a loading control.

A

## RT 3h vs Con 3h

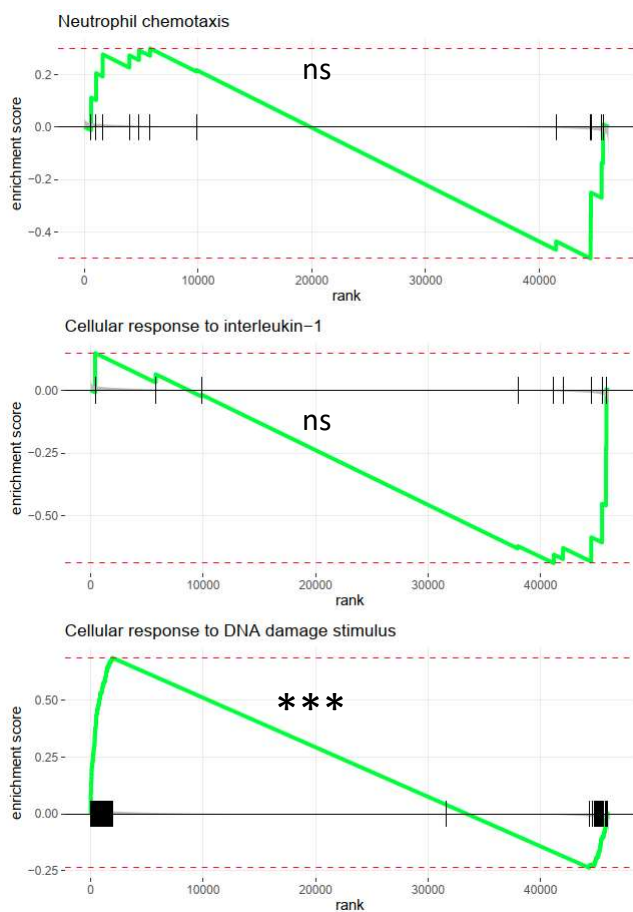

## RT 12h vs Con 3h

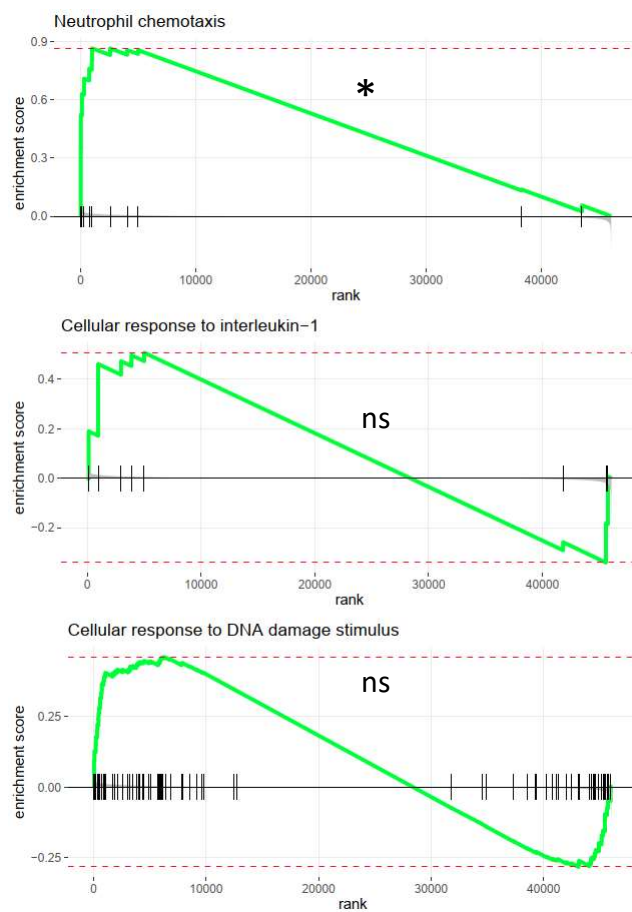

## RT 24h vs Con 3h

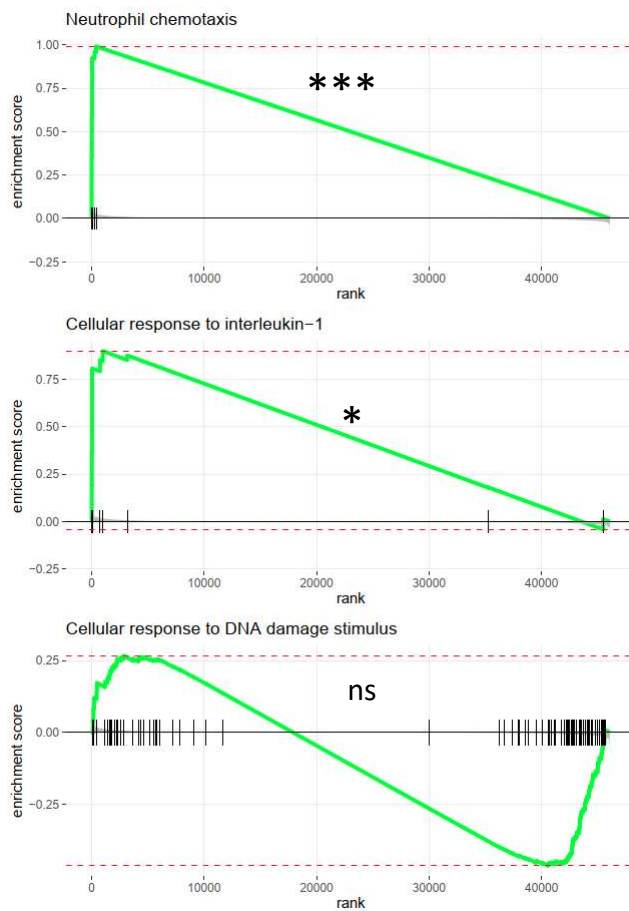

**B****RT 3h vs Con 3h**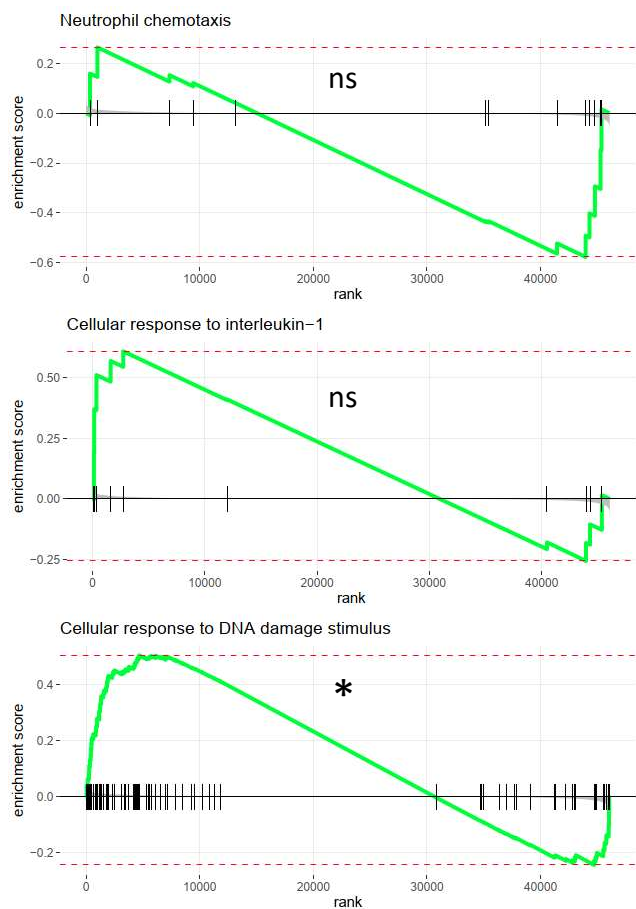**RT 12h vs Con 3h**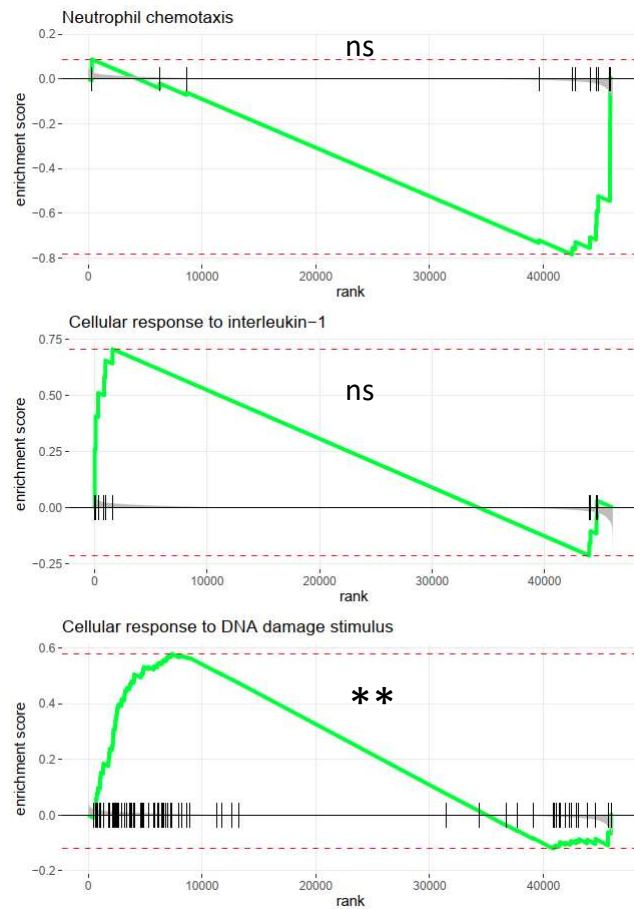**RT 24h vs Con 3h**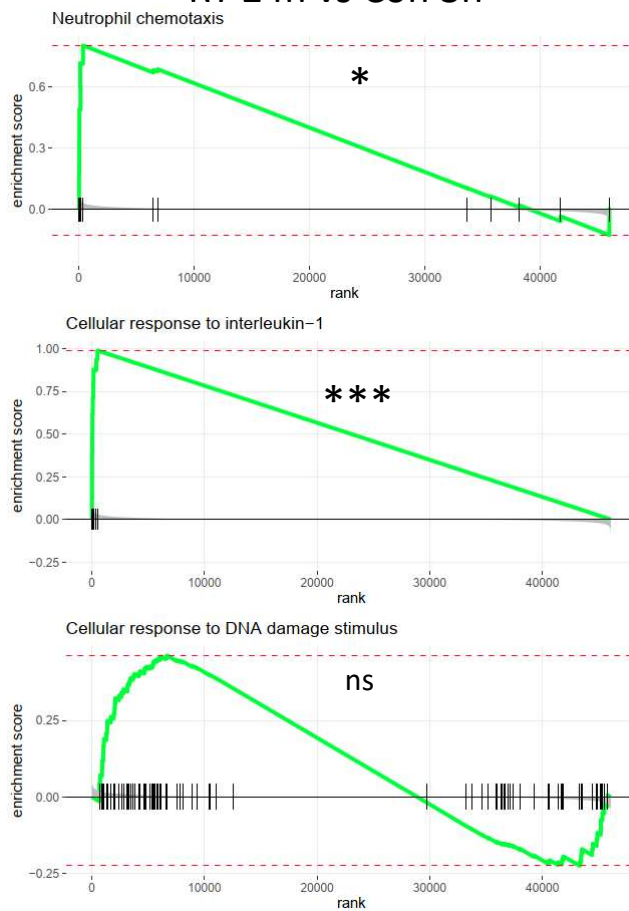

**Figure S8. Plots from gene set enrichment analysis.** (A) Plots from RM-9 model. (B) Plots from MC-38 model. ns = not significant. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ .

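The enrichment scores plotted in Figure S8 measure whether the genes of a list gather at the top or the bottom of all genes ranked by their change. A positive score means that the list is shifted toward genes higher after RT. The ranking in the figure runs over more genes than the 14017 and 15700 tested by limma in RM-9 and MC-38 tumors.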

# Supplementary material for: Radiation-Induced Innate Neutrophil Response in Tumor Is Mediated by the CXCLs/CXCR2 Axis
**Source:** Cancers (Basel). 2023 Dec 1;15(23):5686. doi: 10.3390/cancers15235686
**Supplement:** Supplementary file 1

**Densitometry readings and ratios of western blot bands for Figure 5E.**

| Bands from left to right | Vinculin | IL-1 $\beta$ | IL-1 $\beta$ /Vinculin |
|--------------------------|----------|--------------|------------------------|
| 1                        | 8599.11  | 2127.99      | 0.25                   |
| 2                        | 8313.87  | 1140.87      | 0.14                   |
| 3                        | 8970.11  | 1667.70      | 0.19                   |
| 4                        | 8233.99  | 2839.58      | 0.34                   |
| 5                        | 9304.23  | 6257.82      | 0.67                   |
| 6                        | 6674.82  | 3038.79      | 0.46                   |
| 7                        | 6166.53  | 1483.06      | 0.24                   |
| 8                        | 7872.06  | 3929.41      | 0.50                   |
| 9                        | 5837.70  | 2143.28      | 0.37                   |
| 10                       | 9043.53  | 8910.06      | 0.99                   |
| 11                       | 8815.99  | 7476.41      | 0.85                   |
| 12                       | 5905.41  | 3670.70      | 0.62                   |
| 13                       | 7665.23  | 2298.70      | 0.30                   |
| 14                       | 6268.70  | 4547.53      | 0.73                   |

**Densitometry readings and ratios of western blot bands for Figure 5F.**

| Bands from left to right | Vinculin | IL-1 $\beta$ | IL-1 $\beta$ /Vinculin |
|--------------------------|----------|--------------|------------------------|
| 1                        | 6185.16  | 2503.65      | 0.40                   |
| 2                        | 7892.16  | 2370.96      | 0.30                   |
| 3                        | 7025.70  | 2406.79      | 0.34                   |
| 4                        | 7394.41  | 2057.75      | 0.28                   |
| 5                        | 8109.99  | 3470.99      | 0.43                   |
| 6                        | 7076.58  | 5849.28      | 0.83                   |
| 7                        | 7337.11  | 5532.89      | 0.75                   |
| 8                        | 6855.63  | 9825.94      | 1.43                   |
| 9                        | 6573.16  | 6197.31      | 0.94                   |
| 10                       | 8806.41  | 7144.99      | 0.81                   |
| 11                       | 7613.41  | 3852.23      | 0.51                   |
| 12                       | 7102.87  | 1929.87      | 0.27                   |
| 13                       | 8688.99  | 6662.11      | 0.77                   |
| 14                       | 8683.70  | 7152.11      | 0.82                   |
| 15                       | 8862.70  | 8012.36      | 0.90                   |

How the deposited data were processed for this re-analysis (not part of the article)

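Messenger RNA from RM-9 and MC-38 tumors grown in mice was sequenced by the authors in 31 libraries, 1 per mouse. There were 15 RM-9 libraries, 4 each of control, RT 3 h and RT 12 h and 3 of RT 24 h, and 16 MC-38 libraries, 4 per group. The conditions came from the sample labels, which match the groups in Figures 4 to 6 and Supplementary Material S4. The control libraries carried the 3 h time point, so no control of the same age stood beside the 12 h and 24 h groups.

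The authors deposited 1 table per library with the columns TPM, FPKM and coverage. TPM was made by the authors within each library and adds up to the same total in every library, mitochondrial genes included. FPKM was deposited beside it, and its ratio to TPM was 1 constant per library. Coverage was deposited as the mean read depth per base of a gene, without scaling for depth by the authors. The paper's text gives TPM as the unit of its expression analysis and leaves the aligner, the counting program, the genome build and any filter unnamed. Coordinates were compared with GENCODE M21 before use. In each library, a few genes appeared in more than 1 row, and their TPM was summed. The read depth was computed from the ratio of coverage to FPKM, with 75 bases per read, and was 21.4 to 29.4 M reads per library. Since the tables hold no read counts, no counting error could be given for single genes, and values near 0 TPM rest on few reads. For mt-Nd4l, which overlaps mt-Nd4, the deposited FPKM was 42.4 times that implied by its coverage in every library.

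Values were analysed as log2(TPM + 0.5) with limma 3.58.1 in R 4.3.3, by lmFit and eBayes with an intensity trend. Each tumor model was fitted with its 4 groups together, and RT 3 h, RT 12 h and RT 24 h were each compared with control. Genes with a mean TPM of at least 0.5 over the libraries of the model were tested, together with every gene named in the paper's text, Figures 4 and 5 or Supplementary Material S4. This gave 14017 genes in RM-9 and 15700 in MC-38 tumors. Benjamini-Hochberg adjustment was applied within each comparison, with a threshold of 0.05. For the 5 CXCR2 ligand genes and the 10 DNA-sensing genes, a second adjustment ran over the list alone, at 3 times per model. The difference between the tumor models was an interaction contrast in 1 limma fit of all 31 libraries with 8 groups, over 16142 genes. Exact permutation tests compared mean TPM or mean list scores between 2 groups, two-sided, over 70 assignments for 4 mice against 4 or 35 for 3 against 4. Enrichment was computed with fgsea 1.28.0 (seed 1, list sizes 1 to 500), where the paper used another version. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Dunnett's comparisons, the paper's test, were run with scipy on TPM.

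The genes named in the text followed a rule. They were every gene the paper names for mRNA-Seq, with Cxcr2. In each of the 6 comparisons the rule added the 3 genes with the largest rise and the 3 with the largest fall among those with adjusted p under 0.05, a mean TPM of at least 1 and every RT mouse beyond every control mouse. From each of the paper's lists, the 3 genes with the smallest limma p at the claimed time were added. Besides the paper's 3 lists, 8 marker lists were used, for neutrophils, macrophages, T cells, platelets, skeletal muscle, the G2/M cell cycle, p53 targets and interferon-stimulated genes. The marker lists, the rule for named genes, the tests described so far and the alternatives were chosen before the data were examined, apart from those named next. Chosen after the data had been seen were the tests of library shifts and of the correlation between muscle markers and mitochondrial share, the rescaling of TPM without mitochondrially encoded genes and their chromosome 1 copies and the pairwise comparisons on TPM with pooled or unequal variances. A marker list was singled out when its exact permutation p was under 0.05 and fewer than 50% of its genes were in the paper's lists, a rule also set after the values had been seen. One gene of the macrophage list is not reported here, and the list was scored without it, a change made after the values had been seen that added 1 comparison to those singled out.

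The alternatives were pseudocounts of 0.1 and 1, median-ratio scaling, TPM rescaled without mitochondrially encoded genes, each mouse left out in turn, no filter on low values or a mean TPM of at least 5, and only the 2 compared groups in the fit. Others were the replicate number as a block, eBayes without a trend, and an added minimum log2 fold change of 1. For genes, Dunnett's comparisons were run. For lists, camera with a preset correlation of 0.01 or an estimated one, fry with and without the block, and list genes with a mean TPM of at least 0.5 only were run. For enrichment, the ranking ran over all genes or used limma's moderated statistic.

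The fits were tested on simulated data of the same design, with 200 genes changed 2-fold or 4-fold in 1 group. Of these, 93.5% were found in RM-9 and 91.5% in MC-38, with 4.10% and 6.63% of the 195 and 196 calls false. No gene was called in a group without a planted change. The interaction contrast found 87% of 200 planted differences, with 3.33% of 180 calls false. All planted genes had a mean TPM of at least 5. Noise was drawn independently for each gene and library, without shifts of whole libraries. These rates therefore do not cover genes at lower TPM, such as most CXCR2 ligand genes in RM-9 tumors, or data with shifts of all genes. Libraries were also checked for duplicates. Over the 45 pairs of libraries within groups, the largest share of genes with the same value was 0.00678%.

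The multiplex chemokine assay, western blots, flow cytometry and cell-line experiments were not analysed here, since the deposited files hold none of their values. The densitometry of western blot bands printed in Supplementary Material S3 was not analysed either. The gene ontology search with Enrichr was not repeated, as it needs an online service, and the lists of Supplementary Material S4 were taken in its place.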

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

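The tests of explanations in this part were chosen only after the results they test had been seen. The tests of genes and lists themselves are those of the processing summary.

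Single mice lay far from the other 3 mice of their group in 13 of the 238 groups tested, each group being 4 mice for 1 measure, where chance gives 11.9. In RM-9 tumors, RT 3 h mouse 4 had 29.4 M reads (26.2 to 26.6 M in the others), and RT 3 h mouse 3 had 40.3% of TPM on genes other than the mitochondrially encoded ones and their chromosome 1 copies (43.5 to 44.0%). Cxcl1 was 4.14 TPM in RT 12 h mouse 2 (1.08 to 1.27), and Cxcl2 was 2.89 TPM in RT 3 h mouse 1 (0.366 to 0.763). Mb21d1 was 0.346 TPM in RT 12 h mouse 3 (0.155 to 0.178), and Cxcr2 was 0.220 TPM in RT 3 h mouse 3 (0.657 to 0.735). Aim2 was 14.1 TPM in control mouse 1 (27.2 to 29.7). The interferon-stimulated list score of RT 12 h mouse 3 was 2.84 (1.63 to 1.81).

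In MC-38 tumors, RT 24 h mouse 1 had 13945 genes with a TPM of at least 1 (14218 to 14269), and RT 12 h mouse 2 had 4.31% of TPM on the chromosome 1 copies (4.81 to 4.91%). Ppbp was 2.16 TPM in RT 3 h mouse 3 (0.278 to 0.318), Pycard was 12.4 TPM in RT 24 h mouse 3 (8.73 to 9.28), and Casp1 was 40.8 TPM in RT 3 h mouse 2 (53.6 to 56.1). A number of such mice this close to the chance number needs no further cause. Nothing in the labels sets these mice apart, so no biological explanation was tested for them. Read sampling is a technical reason to weigh for Cxcl1, Cxcl2, Mb21d1, Cxcr2 and Ppbp, which were all under 5 TPM in these groups, but the files hold no read counts to test it.

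The change after RT differed between the tumor models for 6976 genes at 12 h and 363 at 24 h. At 3 h, 0 genes had an adjusted p under 0.05 and 1591 an unadjusted p under 0.05. Of 100 drawn splits of the mice, 1 gave as many genes at 12 h, the real one, and 7 did at 24 h, where another split gave 1793 genes. All 100 did at 3 h, since the count was 0. The count at 24 h is therefore within what regrouped mice give. It was 76 without RM-9 RT 24 h mouse 1 and 1443 without MC-38 control mouse 3.

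At 12 h, 98.95% of the genes with a difference had the higher change in MC-38 tumors. The 2 models shifted as a whole in opposite directions, with a median log2 fold change of -0.19 in RM-9 and 0.33 in MC-38 tumors. Under median-ratio scaling, which takes out such a shift, 491 genes were left, 204 with the higher change in MC-38 tumors and 287 with the lower one. In RM-9 tumors, a larger share of TPM on mitochondrially encoded genes and their chromosome 1 copies is a candidate explanation for the 1159 genes lower at 12 h. After rescaling without them, 3 genes were lower with an adjusted p under 0.05 and the shift was -0.00045 (exact permutation p = 1). In MC-38 tumors the same rescaling left a shift of 0.17 (0.168, exact permutation p = 0.0286), with each of the 4 RT mice above each control mouse, which argues against that share as the whole cause.

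Control mouse 1 of the MC-38 tumors, which had the highest muscle score, was weighed as the sole cause of the 4468 higher genes at 12 h. Without it, 1556 genes were higher, and without RT 12 h mouse 2, 1251 were. A first criterion, a fall of more than 1.5 times, would have spoken for control mouse 1. It was replaced after the counts had been seen by whether the count fell further without it than without any other mouse. Either way, the 1556 genes that were still higher argue against control mouse 1 alone. An effect of RT on total RNA per cell or on the cell mixture stays open and was not tested.

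All 5 genes of the cGAS pathway differed between the models at 12 h, with MC-38 minus RM-9 log2 fold changes of 0.98 for Mb21d1, 0.77 for Tmem173, 0.65 for Tbk1, 0.59 for Irf3 and 0.82 for Ifnb1. Under median-ratio scaling, 0 of the 5 had an adjusted p under 0.05, with adjusted p from 0.0850 to 0.947. Opposite shifts of all genes in the 2 tumor models may therefore account for these 5 differences. For Ifnb1, most of the difference was also fixed by its low level in RM-9 tumors. There, the rise of 2.39 times seen in MC-38 tumors at 12 h would give a log2 fold change of only 0.087. Tbk1 had 0.49 (limma adjusted p = 0.0569) without MC-38 control mouse 1. The call for Irf3 (limma adjusted p = 0.0473) held in 5 of 16 fits that each left out 1 mouse, and its adjusted p over these fits was 0.00893 to 0.152. A biological difference between the 2 tumor models in this pathway stays open at 12 h.

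At 24 h, Ifnb1 differed by 2.00 and Tmem173 by 0.89. For Ifnb1 the median-ratio value was 1.82 (limma adjusted p = 0.00178, with 0.000271 to 0.00253 over the alternatives that kept every mouse), which argues against the shifts of all genes. For Tmem173 it was 0.58 (limma adjusted p = 0.0533, with 0.00224 to 0.0533), and a shift of all genes and a response of this gene cannot be told apart, as the value lies beside the threshold. Whether Ifnb1 responds more strongly in MC-38 than in RM-9 tumors stays open. In RM-9 tumors it was at 0 to 0.084 TPM, where the rise of 6.40 times seen in MC-38 tumors at 24 h would give a log2 fold change of only 0.31, so that most of the difference of 2.00 was fixed by this low level.

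Of the AIM2 pathway, Pycard differed at 12 h by -0.87 (limma adjusted p = 0.0474) and Casp1 by 0.90 (limma adjusted p = 0.0155). Under median-ratio scaling Casp1 was 0.36 (limma adjusted p = 0.424, with 0.00887 to 0.424 over the alternatives that kept every mouse), so that the shift of all genes may account for it. The Pycard difference was larger in size under that scaling, at -1.39, but 11 of 16 fits that each left out 1 mouse lost the call, with adjusted p from 0.0166 to 0.115. Its value was -0.69 without MC-38 control mouse 4.

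By the rule of the processing summary, marker lists were singled out in 6 comparisons, where every RT mouse lay beyond every control mouse. Each had exact permutation p = 0.0286, the smallest possible. The adjusted p was 0.131 over 48 comparisons, so that none passed the correction. At this smallest p, a comparison can pass only with many others at the same p, whatever the size of its change. The miss therefore says little about these changes. The p53 target list separated the mice with the same p-values in RM-9 tumors at 3 h and in MC-38 tumors at each time. The rule left it out, since 9 of its 16 genes are in the paper's lists. The rule that picked the 6 comparisons was changed after a first version had been run. The first version asked only for separated groups, and it also took in the T cell list in RM-9 tumors at 24 h (-0.38, exact permutation p = 0.0571).

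The G2/M list (Plk1, Ccnb1, Ccnb2, Cdc20, Cenpf, Aurka, Aurkb, Bub1, Kif20a, Cdk1, Top2a, Ube2c, Kif2c and Cdc25c) was higher in MC-38 tumors by 0.55 at 12 h and 0.65 at 24 h, in 4 of 4 RT mice each. All 14 genes were higher at each time. Of the 14, 1 is in the paper's lists, and all had a mean TPM of at least 1 in each tumor model. Median-ratio scaling left 0.21 and 0.39 (exact permutation p = 0.0286 each), which argues against a shift of all genes as the whole cause. They were 0.41 and 0.50 without control mouse 1. A higher share of cells in G2 or M after RT is one hypothesis, and a change in the share of tumor cells is another, and neither was tested.

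The interferon-stimulated list (Isg15, Ifit1, Ifit2, Ifit3, Rsad2, Oasl1, Mx1, Irf7, Usp18, Cxcl10, Ifi44, Cmpk2, Oas3 and Rtp4) was higher by 1.12 in MC-38 tumors at 24 h, in 4 of 4 mice, and each of its 14 genes had an adjusted p under 0.05. None is in the paper's lists, and all 14 had a mean TPM of at least 1 in each model. A shift of all genes is argued against by the median-ratio value of 0.86 (exact permutation p = 0.0286). More macrophages in the tumor are argued against by the macrophage list, which was lower, at -0.30 (exact permutation p = 0.114). An interferon response after RT at 24 h stays a hypothesis, and other cell types and the missing 24 h control mice were not tested.

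The macrophage list (Adgre1, Cd68, Csf1r, Mrc1, C1qa, C1qb, C1qc, Fcgr1 and Msr1) was lower in RM-9 tumors at 12 h, at -0.68, in 4 of 4 mice, and in MC-38 tumors at 12 h, at -1.04, in 4 of 4 mice. All 9 genes were lower in each, 5 with an adjusted p under 0.05 in RM-9 and 7 in MC-38 tumors, none is in the paper's lists, and all 9 had a mean TPM of at least 1 in each model. The MC-38 comparison did not meet the rule in an earlier run and met it only after the list had been shortened, as the processing summary states. In RM-9 tumors, median-ratio scaling gave -0.47 (exact permutation p = 0.0857), where 2 of 4 RT mice lay below every control mouse. A shift of all genes and fewer macrophages cannot be told apart there, since 4 mice per group leave this p beside the shift. In MC-38 tumors it gave -1.38 (exact permutation p = 0.0286), which argues against a shift of all genes. Fewer macrophages in MC-38 tumors at 12 h stays a hypothesis, and lower expression per macrophage was not tested.

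The platelet list (Ppbp, Pf4, Itga2b, Gp9, Gp1ba, Gp1bb, Gp5, Gp6, Treml1 and Tubb1) was higher in RM-9 tumors at 24 h by 0.27, in 3 of 3 mice. Ppbp and Pf4 are in the paper's lists, and 3 of the 10 genes had a mean TPM of at least 1 in RM-9 and 2 in MC-38 tumors. The value of 0.28 under median-ratio scaling (exact permutation p = 0.0286) argues against a shift of all genes. Without Ppbp and Pf4 the difference was 0.049 (exact permutation p = 0.0857), and 0.057 (exact permutation p = 0.0286) under median-ratio scaling. More platelets in the tumor and a rise of the chemokine genes in other cells cannot be told apart, since most of the other platelet genes were near 0 TPM.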

How the results depend on the processing

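The tests in this part were those of the processing summary, and only the alternatives named as chosen after the values were seen came later. Counts are genes with an adjusted p under 0.05, at RT 3 h, 12 h and 24 h against control. As reported they were 32, 1169 and 0 in RM-9 and 10, 4874 and 2165 in MC-38 tumors, with 0, 6976 and 363 genes whose change differed between the models. A count within 1.5 times the reported one is called kept. Where no cause is named, the cause was not tested.

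All 6 counts against control were kept with pseudocounts of 0.1 and 1 and with eBayes without a trend. The count of genes differing between the models at 24 h fell to 203 with a pseudocount of 0.1; the cause was not tested. No other count moved with the pseudocounts.

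Asking also for a log2 fold change of at least 1 gave 9 and 41 genes in RM-9 at 3 h and 12 h, and 5, 326 and 270 in MC-38 tumors, fewer by construction. With no filter on low values there were 8, 571 and 2 genes in RM-9 tumors and 2965 in MC-38 tumors at 12 h. A mean TPM of at least 5 gave 21 genes in RM-9 and 6 in MC-38 tumors at 3 h, with fewer genes tested.

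Fitting only the 2 groups compared, with fewer mice to estimate the spread, gave 0 and 1 genes in RM-9 at 3 h and 12 h, and 2, 787 and 310 in MC-38 tumors. In the fit of all groups, 3063 and 4346 genes of these 2 RM-9 comparisons had an unadjusted p under 0.05. The count of 0 in RM-9 tumors at 24 h (686 genes with an unadjusted p under 0.05) was 0 with each alternative except no filter and leaving out RT 24 h mouse 2.

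Median-ratio scaling gave 383 and 17 genes in RM-9 at 3 h and 12 h, 105 and 2542 in MC-38 at 3 h and 12 h, and 4 and 491 genes differing between the models at 3 h and 12 h. TPM rescaled without mitochondrially encoded genes gave 202 and 78 in RM-9 at 3 h and 12 h, 156 in MC-38 at 3 h, and 1 and 2277 differing between the models at 3 h and 12 h. Rescaled also without their chromosome 1 copies, an alternative chosen after the values were seen, the counts were 490, 5 and 153, and 1 and 746 between the models. Of the genes past the threshold with TPM as deposited at 12 h, 75 of 1169 in RM-9 and 3639 of 4874 in MC-38 tumors also passed it without mitochondrially encoded genes, and 4 and 3066 also without the copies. At 12 h, these scalings removed part or all of the shift of all genes. The rescaling also without the copies raised it in RM-9 tumors at 3 h, from 0.056 to 0.10.

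With the replicate block, the counts were 13 in RM-9 and 5 in MC-38 tumors at 3 h and 188 between the models at 24 h, against 32, 10 and 363 without it. The other counts were kept. The replicate numbers do not pair the mice. After removal of group means, libraries with the same number in different groups had a mean correlation of -0.0537 in RM-9 (21 pairs) and -0.0317 in MC-38 tumors (24 pairs).

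Leaving out 1 mouse at a time gave 1 to 185, 0 to 1569 and 0 to 1 genes in RM-9 tumors at 3 h, 12 h and 24 h. The lowest count at 3 h was without control mouse 2 or RT 3 h mouse 2 and the highest without control mouse 3. The 0 at 12 h was without control mouse 1, 2 or 4 or RT 12 h mouse 1 or 4, where 1169 genes had passed the threshold with all mice. In MC-38 tumors the ranges were 1 to 425 (without control mouse 4 or RT 3 h mouse 3, and control mouse 3), 1426 to 7285 (RT 12 h mouse 2 and control mouse 3) and 1069 to 3516 (RT 24 h mouse 4 and control mouse 3). Between the models they were 0 to 2, 4211 to 8643 and 76 to 1443.

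At 24 h, Cxcl2 (1.24 to 1.66) and Cxcl5 (1.14 to 1.94) kept their calls in MC-38 tumors in each limma fit run. Cxcl1 lost its call with median-ratio scaling (0.66, limma adjusted p = 0.0528), with no filter (0.92, limma adjusted p = 0.0861) and with only the 2 groups in the fit (0.92, limma adjusted p = 0.141). Over the alternatives with all mice its adjusted p was 0.0301 to 0.141. Casp1 lost its call with only the 2 groups in the fit (0.70, limma adjusted p = 0.0711, with 0.00527 to 0.0711 over the alternatives). Over the fits without 1 mouse, Cxcl1 ranged from 0.58 (without control mouse 1, limma adjusted p = 0.0957) to 1.11 and lost its call in 5 of 8, and Cxcl3 from 0.96 (without RT 24 h mouse 4, limma adjusted p = 0.0698) to 1.26. Il1b ranged from 0.29 to 0.59, and gained a call without RT 24 h mouse 1 (limma adjusted p = 0.0389).

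At 3 h in MC-38 tumors, Mb21d1 gained a call with TPM rescaled without mitochondrially encoded genes (0.58, limma adjusted p = 0.0375) and also without their copies (0.56, limma adjusted p = 0.0358). It ranged from 0.48 to 0.79 over the fits without 1 mouse, with a call without control mouse 3 (limma adjusted p = 0.0242). Its adjusted p was 0.0358 to 0.441 over the alternatives with all mice. Tmem173 reversed to -0.12 under median-ratio scaling and to -0.019 under the rescaling without copies, and it was no call in any of these.

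Dunnett's comparisons on TPM, which are adjusted over the 3 times and not over genes, added calls for Cxcl3 (a difference of 4.37 TPM, p from Dunnett's comparisons 0.000907) and Ppbp (4.24 TPM, 0.00103) in RM-9 tumors at 24 h, and for Mb21d1 (8.39 TPM, 0.000857) and Tbk1 (6.92 TPM, 0.0410) in MC-38 tumors at 3 h. The pairwise comparisons on TPM were chosen after the values were seen and are not adjusted. With pooled and with unequal variances they added calls for Cxcl3 (4.37 TPM, 0.00259 and 0.0245), Ppbp (4.24 TPM, 0.00394 and 0.00703) and Cxcl2 (1.49 TPM, 0.00542 and 0.0213) in RM-9 tumors at 24 h. In MC-38 tumors they added Mb21d1 (8.39 TPM, 0.00772 and 0.0135) and Ifnb1 (0.784 TPM, 0.00819 and 0.00966) at 3 h, and Aim2 (12.8 TPM, 0.0339 and 0.0459) at 24 h.

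Of the enrichment scores, ranking all genes raised the DNA damage score in MC-38 tumors at 24 h to 1.34, past the threshold. It lowered IL-1 in RM-9 at 24 h to 1.42 and neutrophil chemotaxis in MC-38 at 24 h to 1.3, so that they lost their calls. Median-ratio scaling lowered IL-1 in MC-38 at 12 h to 1.38, with its call lost. Over the fits without 1 mouse, the DNA damage score in MC-38 tumors ranged from 1.29 (without control mouse 1, call lost) to 1.83 at 3 h and from 1.07 to 1.49 (without RT 24 h mouse 3, call gained) at 24 h. In each fit run, 4 scores kept their calls, DNA damage in RM-9 at 3 h (1.64 to 2.45) and MC-38 at 12 h (1.47 to 1.96), IL-1 in MC-38 at 24 h (1.56 to 2.34) and neutrophil chemotaxis in RM-9 at 24 h (1.75 to 2.84). Pseudocounts and limma's moderated statistic changed none of the 9 scores that bear on the paper's claims.

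In the exact permutation tests of list scores the smallest adjusted p was 0.103, so that each call below comes with a change of test. Some of these lists may have been picked for changes in the comparisons tested. With camera at a preset correlation of 0.01, the DNA damage score had adjusted p = 0.000103 in RM-9 at 3 h (0.23), 0.00788 in MC-38 at 3 h (0.11) and 0.00682 at 12 h (0.18). With camera at preset and estimated correlation, adjusted p was 1.57e-09 and 0.0112 for IL-1 in RM-9 at 24 h (0.49), 5.48e-26 and 0.000131 for neutrophil chemotaxis in RM-9 at 24 h (1.05), and 1.34e-08 and 0.0470 for IL-1 in MC-38 at 24 h (1.14).

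With fry, without and with the replicate block, adjusted p was 0.0169 and 0.0103 for DNA damage in MC-38 at 12 h (0.45), 0.0113 and 0.0103 for IL-1 in RM-9 at 24 h (0.46 and 0.47), and 7.23e-05 and 0.00102 for neutrophil chemotaxis in RM-9 at 24 h (1.02 and 0.99). It was 6.33e-05 and 0.000355 for IL-1 (1.36) and 0.0113 and 0.0103 for neutrophil chemotaxis (0.61) in MC-38 at 24 h. Fry tests a list's own change without the other genes, so a shift of all genes counts in these values. IL-1 in MC-38 at 12 h and DNA damage in MC-38 at 24 h were called by neither camera nor fry. The DNA damage score in RM-9 at 12 h, -0.15 as reported, reversed to 0.045 without mitochondrially encoded genes and copies, to 0.044 under median-ratio scaling and to 0.052 with camera (preset 0.116, estimated 0.821), which compares the list with the other genes. At 24 h it ranged from -0.053 to 0.067 without 1 mouse.

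Of the other 22 results for named genes, leaving out 1 mouse lost 26 calls and gained 6. Only 2 groups in the fit lost 7, median-ratio scaling lost 6 and gained 1, no filter lost 3, and each of the rescalings lost 2 and gained 1. Dunnett's comparisons lost 2 and gained 3. A mean TPM of at least 5 (3), the replicate block (2) and the pairwise comparisons with pooled (5) and unequal variances (2) gained calls and lost none. The other 3 enrichment scores lost calls when all genes were ranked (3), under median-ratio scaling and each rescaling (2), with limma's moderated statistic (1) and in 6 fits without 1 mouse.

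Among the 19 differences between models for single genes, median-ratio scaling lost 7 calls, the rescaling without copies 7, that without mitochondrially encoded genes 4, and a pseudocount of 0.1 and the replicate block 1 each. Leaving out 1 mouse lost 23 and gained 2. Irf3 at 24 h reversed to -0.099 under median-ratio scaling, and ranged from -0.0087 to 0.37 over the fits without 1 mouse.

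Of the 48 marker list results, 4 reversed under median-ratio scaling, 3 without mitochondrially encoded genes, 3 also without copies and 1 under each pseudocount. G2/M in RM-9 at 12 h was 0.11 without mitochondrially encoded genes, 0.18 also without copies and 0.18 under median-ratio scaling, and -0.088 to 0.060 without 1 mouse. Macrophage in RM-9 at 24 h was 0.011 without mitochondrially encoded genes, 0.039 also without the copies, 0.025 under median-ratio scaling and -0.14 to 0.076 without 1 mouse. Interferon-stimulated in RM-9 at 24 h ranged from -0.082 to 0.36.

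The platelet list in MC-38 tumors ranged from -0.14 to 0.042 at 3 h and from -0.046 to 0.023 at 12 h without 1 mouse, and was 0.014 at 12 h with a pseudocount of 0.1. At 24 h it was -0.0089 without mitochondrially encoded genes, -0.018 also without copies, -0.067 under median-ratio scaling, -0.014 with a pseudocount of 1, and -0.031 to 0.066 without 1 mouse. Muscle in MC-38 tumors was -0.0025 at 3 h under median-ratio scaling, with ranges without 1 mouse of -1.21 to 1.62 at 3 h and -2.23 to 0.61 at 24 h. In RM-9 tumors at 24 h its range was -1.18 to 0.39.

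For the 49 results of single genes picked by the size of their change or by the smallest limma p in a list, leaving out 1 mouse gave 298 calls kept, 90 lost and 1 gained. Only 2 groups in the fit lost 22 calls, no filter lost 10, median-ratio scaling 8, the rescaling without copies 7, the replicate block 5 and the rescaling without mitochondrially encoded genes 3. With pseudocounts of 0.1 and 1 and with eBayes without a trend, all 49 were kept. The rescalings without mitochondrially encoded genes, and also without copies, gained 1 call each. A few alternatives gave no value. With a mean TPM of at least 5, genes below that mean dropped out, and 38 of the 49 were left.

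Depth limits the genes near 0 TPM. With 21.4 to 29.4 M reads per library and no read counts in the files, no counting error can be given for genes such as Mb21d1 in RM-9 tumors, with 0.155 to 0.601 TPM.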

Differences from the paper's values

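The tests in this part compare values with those the paper gives, and the pairwise comparisons on TPM were chosen only after the values had been seen. For 34 values the paper gives, 13 differed. A gap is called closed when a setting gave a value within 1.5 times the paper's, which need not equal it. Closing a gap in this sense does not make the setting its cause. The TPM in Supplementary Material S4 differed from the deposited TPM by more than 0.1% for 0 of its values.

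For Tbk1 in MC-38 tumors at 3 h, the paper's p is about 0.07 in Fig. 5C, read by eye, and Dunnett's comparisons gave 0.0410. Of the alternatives set before the data were examined, leaving out control mouse 4 (0.0891) or RT 3 h mouse 3 (0.0879) closed the gap. Median-ratio scaling, the rescaling without mitochondrially encoded genes and leaving out any other mouse did not. Pairwise comparisons with pooled (0.0719) or unequal variances (0.0719), chosen after seeing the values, also closed it, and the rescaling without the copies, chosen after too, did not.

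For Irf3 in MC-38 tumors at 3 h, the paper's p is about 0.18 in Fig. 5C, read by eye, and Dunnett's comparisons gave 0.290. Rescaling without mitochondrially encoded genes (0.261) closed the gap, and median-ratio scaling and leaving out any mouse did not. So did 3 settings chosen after seeing the values, the rescaling without copies (0.263) and pairwise comparisons with pooled (0.184) and unequal variances (0.221).

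The other 11 differences are counts of list genes with an unadjusted p under 0.05 in Supplementary Material S4, against limma. In each of the 11, pairwise comparisons with unequal variances, chosen after seeing the values, gave the paper's count. For DNA damage in MC-38 tumors, the paper's counts were 19 at 3 h and 15 at 24 h, against 36 and 34. At 3 h, the gap was closed by median-ratio scaling (27), only the 2 groups in the fit (25), Dunnett's comparisons (15) and leaving out control mouse 1 (24), RT 3 h mouse 3 (26) or RT 3 h mouse 4 (27). At 24 h it was closed by only the 2 groups in the fit (19), Dunnett's comparisons (18) and leaving out control mouse 1, RT 24 h mouse 2 or RT 24 h mouse 4 (21 each). Pooled variances, chosen after, gave 21 and 17. For DNA damage in RM-9 tumors at 24 h, the paper's count was 5 against 14. Dunnett's comparisons (4), leaving out RT 24 h mouse 1 (7) and, chosen after, pooled variances (6) closed it.

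For IL-1, the paper's count in MC-38 tumors at 3 h was 1 against 3, closed by median-ratio scaling (1). In RM-9 tumors it was 1 against 2 at 12 h, closed by median-ratio scaling and leaving out control mouse 4 or RT 12 h mouse 2 (1 each), and, chosen after, by the rescaling without copies and pooled variances (1 each). At 24 h it was 1 against 5, and no alternative set before the data were examined closed it.

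For neutrophil chemotaxis in MC-38 tumors, the paper's count was 0 against 2 at 3 h, closed by Dunnett's comparisons (0). At 12 h it was 2 against 4, closed by leaving out control mouse 1, control mouse 2, RT 12 h mouse 1 or RT 12 h mouse 2 (3 each), control mouse 4 or RT 12 h mouse 4 (2 each) and, chosen after, pooled variances (2). In RM-9 tumors it was 1 against 2 at 3 h, closed by leaving out control mouse 1, control mouse 2, RT 3 h mouse 2 or RT 3 h mouse 3 (1 each) and, chosen after, pooled variances (1). At 12 h it was 1 against 4, closed by leaving out control mouse 4 or RT 12 h mouse 2 (1 each). At 24 h it was 6 against 12, with no alternative set before the data were examined closing it. The remaining alternatives closed none of these gaps.

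Supplementary Material S4 gives 666 p-values, and the methods name Dunnett's comparisons for changes in gene expression after RT. Dunnett's comparisons came within 1% of 4 of them (0.601%), and 2 kinds of pairwise comparison chosen after seeing the values came within 1% of 193 (pooled variances, 29.0%) and 666 (unequal variances, 100%).

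For several genes the paper gives a rise that limma did not call after adjustment over all genes. In RM-9 tumors at 24 h, Cxcl3 was called by Dunnett's comparisons (0.000907) and pairwise ones with pooled (0.00259) and unequal variances (0.0245), Ppbp by the same (0.00103, 0.00394 and 0.00703), and Cxcl2 by the pairwise ones only (0.00542 and 0.0213), the pairwise ones chosen after seeing the values. At 3 h in MC-38 tumors, Mb21d1 was called by Dunnett's comparisons (0.000857), the pairwise ones chosen after (0.00772 and 0.0135), the rescaling without mitochondrially encoded genes (limma adjusted p = 0.0375), that without copies, chosen after (limma adjusted p = 0.0358), and leaving out control mouse 3 (limma adjusted p = 0.0242). Tbk1 was called by Dunnett's comparisons (0.0410) and Ifnb1 by the pairwise ones chosen after (0.00819 and 0.00966). No setting run called Tmem173 or Irf3 at 3 h.

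In MC-38 tumors, Il1b at 3 h was called by Dunnett's comparisons (0.0492) and by both pairwise ones chosen after (0.0400 each). Pycard at 3 h, with a difference of -6.78 TPM and so a fall, was called by Dunnett's comparisons (0.0161) and the pairwise ones chosen after (0.0368 and 0.0498). At 24 h, Il18 was called by Dunnett's comparisons (0.0377), with the replicate number as a block (limma adjusted p = 0.0458) and without control mouse 4 (limma adjusted p = 0.0263). Il1b at 24 h was called without RT 24 h mouse 1 (0.59, limma adjusted p = 0.0389), Aim2 by the pairwise comparisons chosen after (0.0339 and 0.0459), and Tbk1 without control mouse 3 (limma adjusted p = 0.0304) and by the pairwise comparison with pooled variances chosen after (0.0493). The paper reports no significant effect on the cGAS pathway in RM-9 tumors. Tmem173 fell there at 12 h (limma adjusted p = 0.0327), and Fig. 5A marks it.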

Other observations

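The tests in this part were chosen only after the results they test had been seen, apart from the exact permutation tests of the marker lists.

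Other splits of the same mice into 2 groups of the same sizes were compared with the real one, 35 splits per comparison. For the number of genes with an adjusted p under 0.05, the real split alone gave as many in RM-9 tumors at 3 h and 12 h (1 of 35 each, the largest other count being 1 at each time) and in MC-38 tumors at 12 h and 24 h (1 of 35 each, with 0 and 1290 as the largest other count). At 3 h in MC-38 tumors, 2 of 35 splits gave as many, and the one beside the real split gave 49 genes. In RM-9 tumors at 24 h, where the count was 0 (686 genes with an unadjusted p under 0.05), all 35 did.

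For the enrichment scores, as large a score in size came from 1 of 35 splits for DNA damage in RM-9 at 3 h and for IL-1 in MC-38 tumors at 12 h and at 24 h. It came from 6, 5 and 21 of 35 for DNA damage in MC-38 at 3 h, 12 h and 24 h, from 9 for IL-1 in RM-9 at 24 h, and from 11 for IL-1 in MC-38 at 3 h. For neutrophil chemotaxis it came from 2 and 5 in RM-9 at 12 h and 24 h and from 8 and 9 in MC-38 at 12 h and 24 h. These counts decide little. The enrichment score before normalization cannot exceed 1 and was 0.982 for neutrophil chemotaxis in RM-9 tumors at 24 h, so that its size says little about the size of the change. Of the 89 DNA damage genes, 59 were higher and 21 lower in RM-9 tumors at 3 h with an unadjusted p under 0.05, as in a list picked for changes in that comparison, so that the 1 of 35 for this list is not a separate test of it.

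The gene mt-Nd4l held a large share of TPM in each library, with an FPKM 42.4 times the one implied by its coverage, while mt-Nd4, which overlaps it, had a coverage of 0. The same factor in each library is consistent with the authors' quantification of overlapping genes as the source of the level. It leaves open why the share differs between libraries.

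Skeletal muscle in the tumor sample was weighed as a source of those differences, with the muscle list (Acta1, Ckm, Myh4, Myh1, Mylpf, Tnnt3, Tnni2, Tnnc2, Atp2a1, Mb, Actn3 and Pvalb). None of its 12 genes is in the paper's lists, and all had a mean TPM of at least 1 in each model. The correlation of the share with the muscle score was -0.174 over the 15 RM-9 libraries (permutation p = 0.531, adjusted over 4 correlations 0.646) and 0.622 over the 16 MC-38 libraries (permutation p = 0.00546, adjusted 0.0218). Spearman's value was 0.468 in MC-38 tumors (permutation p = 0.0694, adjusted 0.139). Without control mouse 1 and RT 12 h mouse 4, Pearson's was 0.437 (permutation p = 0.1202). In RM-9 tumors, Pearson's was 0.155 (permutation p = 0.607) without RT 3 h mouse 3 and RT 12 h mouse 1. The share was higher than in control mice in RM-9 tumors at 12 h, by 3.44 percentage points (exact permutation p = 0.0286) while the muscle list was lower, at -3.51, which argues against more muscle as the source of that rise. For the other differences, muscle and other sources cannot be told apart, as the value in MC-38 tumors rests on 2 mice and the one in RM-9 tumors changes sign without 2. The demand that each of these values pass was made after they had been seen, and Pearson's value alone would have spoken for muscle in MC-38 tumors.

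The muscle list differed from control by -4.12 (exact permutation p = 0.0571), -3.51 (exact permutation p = 0.0857) and -0.37 in RM-9 tumors at 3 h, 12 h and 24 h, and by 0.21, -3.34 (exact permutation p = 0.2) and -0.81 in MC-38 tumors. Scores ran from -0.51 to 6.84 in RM-9 and from 0.065 to 9.35 in MC-38 tumors, the highest in control mouse 1. No biological explanation was tested for it.

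The T cell list (Cd3d, Cd3e, Cd3g, Cd8a, Cd8b1, Cd4, Cd2, Lck, Cd28 and Thy1) was lower in all 6 comparisons, at -0.43, -0.55 and -0.38 in RM-9 and -0.43, -0.60 and -0.49 in MC-38 tumors (exact permutation p = 0.0571 each, adjusted 0.131). None of its genes is in the paper's lists, and 2 of 10 in RM-9 and 8 of 10 in MC-38 tumors had a mean TPM of at least 1. The same sign in all 3 RT groups, which share their control mice, arises in 48.4% and 50.3% of regroupings. That count uses signs only and lay between 48.3 and 50.3% for every marker list. It therefore says nothing about the size of the T cell fall.

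Marker list values not printed elsewhere were as follows in the order 3 h, 12 h and 24 h. G2/M was -0.31, -0.035 and -0.21 in RM-9 tumors and -0.41 in MC-38 tumors at 3 h. Interferon-stimulated was -0.57, -1.01 and 0.20 in RM-9 tumors and 0.47 and 0.38 in MC-38 tumors at 3 h and 12 h. Macrophage was -0.42 at 3 h and -0.022 at 24 h in RM-9, and -0.41 at 3 h in MC-38 tumors. Neutrophil was -0.33 and -0.28 in RM-9 and -0.085 and -0.082 in MC-38 tumors at 3 h and 12 h. Platelet was 0.059 and 0.10 in RM-9 at 3 h and 12 h, and -0.024, -0.011 and 0.012 in MC-38 tumors. The smallest adjusted p of the 48 list comparisons was 0.131.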
